# Transcriptomic responses of the olive fruit fly *Bactrocera oleae* and its symbiont *Candidatus Erwinia dacicola* to olive feeding

**DOI:** 10.1038/srep42633

**Published:** 2017-02-22

**Authors:** Nena Pavlidi, Anastasia Gioti, Nicky Wybouw, Wannes Dermauw, Michael Ben-Yosef, Boaz Yuval, Edouard Jurkevich, Anastasia Kampouraki, Thomas Van Leeuwen, John Vontas

## Abstract

The olive fruit fly, *Bactrocera oleae*, is the most destructive pest of olive orchards worldwide. The monophagous larva has the unique capability of feeding on olive mesocarp, coping with high levels of phenolic compounds and utilizing non-hydrolyzed proteins present, particularly in the unripe, green olives. On the molecular level, the interaction between *B. oleae* and olives has not been investigated as yet. Nevertheless, it has been associated with the gut obligate symbiotic bacterium *Candidatus Erwinia dacicola*. Here, we used a *B.oleae* microarray to analyze the gene expression of larvae during their development in artificial diet, unripe (green) and ripe (black) olives. The expression profiles of *Ca. E. dacicola* were analyzed in parallel, using the Illumina platform. Several genes were found overexpressed in the olive fly larvae when feeding in green olives. Among these, a number of genes encoding detoxification and digestive enzymes, indicating a potential association with the ability of *B. oleae* to cope with green olives. In addition, a number of biological processes seem to be activated in *Ca. E. dacicola* during the development of larvae in olives, with the most notable being the activation of amino-acid metabolism.

The olive tree, *Olea europaea*, is one of the most important fruit trees cultivated in the Mediterranean basin since ancient times and more recently, in additional regions in the world^1^. Olive tree orchards cover more than 10 million hectares, and the olive production in 2013 exceeded 20 million tons per year^2^. The olive fruit fly *Bactrocera oleae* (Diptera:Tephritidae) is the most destructive olive pest. Infestation by *B. oleae* has been recorded in regions around the Mediterranean Sea, but also in Central and South Africa, Near and Middle East, and Central America and California^3^. The female fly lays its eggs in the olive fruit, and the newly hatched larvae feed upon the fruit mesocarp. During feeding, the larva forms tunnels inside the drupe destroying the pulp and enabling secondary infestation by bacteria and fungi. This severely reduces the quality of the olive oil, as well as the production of table olives, since these become unsuitable for consumption^3^.

*B. oleae* larvae are strictly monophagous and are one of the few insect larvae capable of feeding on olive mesocarp. In contrast to other frugivorous Tephritidae Diptera, such as the medfly *Ceratitis capitata* and the oriental fruit fly *Bactrocera dorsalis* (Hendel), which feed upon hydrolyzed compounds of decaying and ripe fruit, *B. oleae* has the unique ability to utilize olive proteins and other nutrients of the olive flesh, as well as cope with high levels of phenolic compounds, which can reach up to 14% of the dry fruit weight, particularly in the unripe (green) olives^4^,^5^,^6^. The phenolic composition of the olive is complex, and varies depending on the variety, maturation stage, season, geographical region, and cultivation practices^6^. Oleuropein is the most abundant phenolic compound in the olive fruit, representing the major constituent of unripe, green olives^7^,^8^. During maturation, as the olive fruit changes color from green to black, the phenolic compound content is also substantially reduced (reviewed in Conde *et al*.^9^). The underlying mechanisms that allow *B. oleae* to overcome the high content of phenolic compounds and utilize the olive flesh have not been fully elucidated as yet. The genome of *B. oleae* is not sequenced and thus, any special features that might have evolved and associate with this ability have not been investigated. To date, the transcriptome of *B. oleae* has been sequenced by 454 pyrosequencing^10^, and transcriptomics have been employed for the investigation of different aspects of *B. oleae* biology such as spinosad resistance^11^, the differences between female and male reproductive systems and differential expression of olfactory genes^12^. However, there are no studies investigating the transcriptional response of the olive fruit fly larvae upon feeding on olives.

One explored aspect of the interaction, known from earlier pre-omic studies, is that the ability of the *B. oleae* larvae to develop on olives is associated with the presence of gut symbiotic bacteria, which appear absolutely necessary for the larval development in green olives, but not in black^13^,^14^,^15^,^16^. It has been proposed that the symbiotic bacteria may provide the olive fruit fly with some advantage related to survival within the harsh environment of unripe olives, either by detoxifying phenolic compounds (e.g. oleuropein) or by being involved in the enzymatic hydrolysis of dietary proteins and the synthesis of amino acids directly related to nutrient availability, which is limited in green olives^13^,^17^,^18^. Evidence for this hypothesis comes from two recent studies, indicating a role for the gut bacterial community in overcoming host defense and in nitrogen source utilization^13^,^19^. It is believed that the above advantages are attributable to one bacterial species, the taxonomic identity of which has been a controversial issue: For example, Kounatidis *et al*. had identified the symbiont to be *Acetobacter sp.*^19^, but the current consensus points towards the unculturable species *Candidatus Erwinia* dacicola^20^, first observed by Petri in 1909^21^ and initially assigned to the species *Pseudomonas savastanoi. Ca. E. dacicola* is an obligate symbiont, maternally transmitted, and tightly associated with *B. oleae* through all its life stages. It represents the largest fraction of the gut microflora of *B. oleae* and is primarily, but not exclusively, detected in the digestive system of larvae^22^. *Ca. E. dacicola* is common and widespread within olive fly populations from several geographical regions^13^,^19^,^22^,^23^,^24^.

The interaction between *B. oleae* and olives has been studied from the plant perspective, whereby transcriptomic and proteomic approaches were used for the analysis of the molecular response of olive fruits attacked by *B. oleae*^17^,^25^. These studies showed upregulation of genes involved in the production of reactive oxygen species (ROS), activation of stress response pathways, as well as production of compounds involved in direct anti-herbivore plant defense. This latter group includes trypsin inhibitors (trypsin protease inhibitor II, trypsin/chymotrypsin inhibitor), which may inhibit normal herbivore assimilation of plant protein. In contrast, the molecular mechanisms that the *B. oleae* larvae and/or its major bacterial symbiont *Ca. E. dacicola* have evolved as an adaptation to the olive flesh have not been studied yet, due to the lack of genomic information and molecular tools for both species.

In this study, we constructed an Agilent microarray chip based on the previously published *B. oleae* transcriptome^10^ and analyzed the gene expression of wild larvae during their development in artificial diet and in green and black olives in the presence of symbiotic bacteria. In parallel, we sequenced, using MiSeq technology, gut samples from *B. oleae* larvae feeding on olives and used the data to obtain the first transcriptome assembly of the symbiont and compare the expression profiles of *Ca. E. dacicola* genes during larval development in green and black olives.

## Results and Discussion

### *Bactrocera oleae* contigs differentially expressed between larvae developing in olives and artificial diet

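RNA of 2nd-instar *B. oleae* larvae from green olives, black olives and artificial diet was compared on 8 arrays of a single Agilent slide, scanned together. Each array held 2 dyes. The Cy5 channel held larvae fed on green olives on all 8 arrays, and the Cy3 channel held larvae fed on black olives on 4 arrays and larvae reared on artificial diet on the other 4. Each of the 16 channels was one extract of 20 pooled larvae. No array had the dyes the other way round, so a difference between green olives and either of the other regimes includes any difference between the dyes. Black olives and artificial diet were both in Cy3 and never on the same array, and their comparison runs through the green olive channel. Green and black olives were collected in different seasons, and the larvae on artificial diet hatched in the laboratory, so feeding regime, season and rearing vary together. The authors deposited the scanner output of each array, with the median pixel intensity of each spot and of its local background, without normalization. From these intensities the steps of the methods were run again: normexp background correction with an offset of 50, loess normalization of the log2 ratios within arrays, Aquantile normalization between arrays, and a linear model with empirical Bayes statistics in limma. Control spots were left out after the background correction and spots marked as outliers by the scanner software were given no weight. Spots of one probe were averaged first, then the probes of one contig, which gave values for 20516 contigs. One model was fitted to all 8 arrays, with a coefficient for each set of 4, and the 3 comparisons share its estimate of the spread. The model takes the 8 arrays as independent, although the methods describe 4 replicates of green olive larvae for both sets of arrays. A contig was called differentially expressed at a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 1.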

In order to identify genes that are associated with the unique ability of *B. oleae* among tephritid flies to develop in olives, three comparisons were performed in four replicates, each using the Agilent microarray platform (Fig. 1). Differences in transcript expression in larvae fed on green olives, black olives, and artificial diet, were recorded in all possible comparisons. 

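Of the 61600 *B. oleae* spots on an array, 60.6 to 64.1% were well above background in the green olive channels (median 63.1%, 8 channels), 56.9 to 67.2% in the black olive channels (median 64.3%, 4 channels) and 65.5 to 66.9% in the artificial diet channels (median 66.0%, 4 channels). The median spot signal was 229 to 292 in Cy5, over a median local background of 52 to 76. In Cy3 it was 134 to 201 for black olives and 161 to 228.5 for artificial diet, over backgrounds of 26 to 30. No spot was saturated. At least one probe was well above background on every array of a feeding regime for 13911 contigs, or 67.8% of those on the array. The spike-in RNAs, which are added in known ratios, gave slopes of observed on known log ratios between 0.631 and 0.674, so ratios were compressed on all 8 arrays and to a similar degree. The precision of each comparison is limited by its 4 arrays. The black olive against artificial diet contrast is a difference of 2 coefficients and has larger standard errors than either green olive comparison.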

Differential expression of selected genes was confirmed by RT-qPCR (Fig. 2). 

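Principal components were computed on the normalized log2 intensities of the 16 channels, over 13909 contigs with a probe well above background on every array of at least one regime and a value in every channel. The first component held 34.4% of the variance and the second 20.1%. On the first, the 8 green olive channels lay between -22.5 and -14.9, the 4 artificial diet channels between -8.07 and 13.9, and the 4 black olive channels between 14.6 and 52.0. The second component set the artificial diet channels, at -34.4 to -23.5, apart from the green olive channels at 3.97 to 15.4 and the black olive channels at 10.4 to 14.2. Distances between regimes were taken over all of these contigs, as the root mean square difference in log2 intensity. The centroids of black olives and artificial diet, both in Cy3, were 0.436 apart. Green olives lay 0.446 from black olives and 0.371 from artificial diet, each measured on the arrays that held both, and these distances include any difference between the dyes. Each of the 3 distances was the largest among all splits of its 8 channels into sets of 4 (exact permutation test, p = 0.0286, the smallest that 4 channels against 4 allow).

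**Figure D1:**
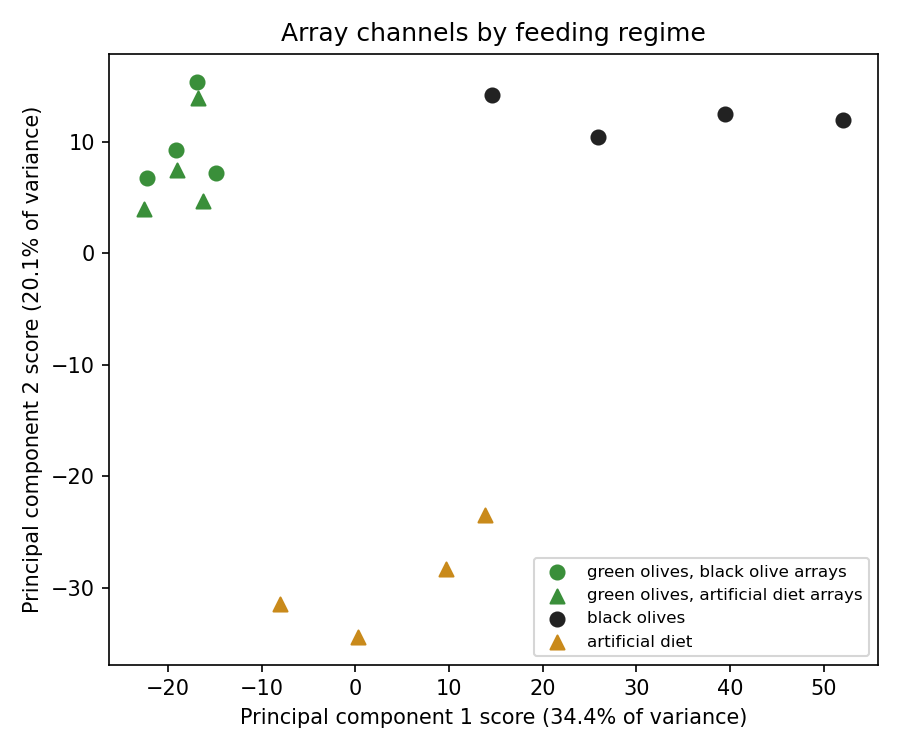
Scores of the 16 array channels on the first and second principal components of normalized log2 intensity, which hold 34.4% and 20.1% of the variance. Each point is one channel, coloured by feeding regime, with the green olive channels also marked by the set of arrays they came from. The artificial diet channels lie at -23.5 or below on the second component and the black olive channels at 14.6 or above on the first.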

A two-dimensional PCA plot of the transcriptomic signals separated the three groups of larvae based on their feeding regime (Fig. 1B). Replicates within the green olive treatment clustered more closely together, while the other two treatments showed a higher intragroup variability. 

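The distance of each channel to the centroid of its set of 4 measures this spread. The permutation tests of it ignore that single green olive channels shared arrays with the channels they are set against. Over all contigs well above background, the mean distance was 0.267 ± 0.0552 log2 units (SD, n = 4) for black olives and 0.211 ± 0.0428 (SD, n = 4) for the green olive channels of the same arrays, a ratio of 1.26. The difference was not larger than other assignments of the 8 distances gave (two-sided exact permutation test, p = 0.171). Artificial diet replicates were at 0.212 ± 0.0175 (SD, n = 4) and the green olive channels beside them at 0.214 ± 0.0487 (SD, n = 4), a ratio of 0.992 (two-sided exact permutation test, p = 0.914). In the plane of the first 2 principal components alone, a measure chosen after the scores were seen, the mean distance was 12.8 ± 6.84 for black olives against 3.98 ± 2.15 for green olives, a ratio of 3.22 (two-sided exact permutation test, p = 0.0286), and 8.94 ± 3.38 for artificial diet against 3.98 ± 2.68 for green olives, a ratio of 2.25 (two-sided exact permutation test, p = 0.0857). Over the first 3 components, also chosen after the scores were seen, the ratios were 1.33 and 0.703 (two-sided exact permutation test, p = 0.514 and 0.486). Averaging the 2 green olive channels with the same replicate number was set before the data were examined. Ratios over all contigs were then 1.86 for black olives and 1.48 for artificial diet (two-sided exact permutation test, p = 0.0286 for each). Channels with the same number mostly do not deviate together, so these means may mix pools of larvae. Means of the 2 green olive channels whose deviations correlate most were chosen after the correlations were seen. They gave ratios of 1.30 and 1.04 (two-sided exact permutation test, p = 0.143 and 0.8).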

Using artificial diet as the reference, larvae showed a partially shared but also unique transcriptomic response to green and black olive feeding (Fig. 1A). 

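Between the comparisons of green and of black olives with artificial diet, 66 contigs were called in both, 41 of them over-expressed in both olive regimes, 23 under-expressed in both and 2 in opposite directions. Another 150 contigs were called only for green olives and 126 only for black olives. Independent lists of these sizes would share 2.02 contigs, but the comparisons use the same artificial diet and green olive channels. In 100 simulations of unchanged groups on such arrays, as many top-ranked contigs shared 40.7 on average and 53 at most. The simulated lists were ranked by p-value without the fold change threshold, and noise was independent between contigs. The observed 66 is therefore not like for like with them, and does not show an overlap beyond that of shared channels. The log2 fold changes of the 2 comparisons had a correlation of 0.381 across 13911 contigs, which are not independent replicates, and the simulated unchanged groups gave 0.496 on average (0.438 to 0.553). A call in only one list does not show that the responses differ, since that difference is the separate comparison of green with black olives. With limma's treat, which tests for a fold change beyond the threshold, 12 contigs were called in both.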

Arthropod herbivores commonly exhibit a differential transcriptomic profile in response to different diets. These metabolic changes typically include detoxification and digestive pathways and are thought to allow the herbivore to survive the unique dietary compositions^26^,^27^. Indeed, many differentially expressed genes are predicted to code for detoxifying and digestive enzymes (Fig. 1A, green and orange labels, respectively). 

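Table S3 marks 11 contigs with a potential role in digestion and 4 in detoxification. All 15 of these were called higher in larvae fed on green olives than on artificial diet, with log2 fold changes of 1.03 to 2.64 for digestion (median 1.40) and 1.00 to 1.85 for detoxification (median 1.46). In the comparison of green with black olives, Table S6 marks 25 contigs for digestion and 7 for detoxification. These were also all called higher in green olives, at 1.00 to 2.16 (median 1.26) and 1.00 to 2.45 (median 1.04). The tables hold contigs that the study had already called on the same arrays, so the tally is no independent test of these classes.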

The profiles observed in this study may reflect different feeding challenges associated with the two olive maturation stages. Green olives are considered more toxic because of the higher levels of phenolic compounds they contain (e.g. oleuropein), while in black olives, the phenolic levels are reduced^4^,^5^,^6^ and proteins are hydrolyzed and, in general, more available. In unripe, green olives oleuropein cross-links proteins while destroying their lysine residues, thus reducing protein and lysine availability for the larvae^28^,^29^.

Specifically, we identified 215 contigs that were differentially transcribed between larvae fed upon green olives and artificial diet (Fig. 1A, Table S3). 

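In the fit described for the 8 arrays, 216 of 20516 contigs passed both thresholds between green olives and artificial diet, and all 216 changed in the same direction on each of the 4 arrays. The adjusted p-value alone was below 0.05 for 2267 contigs. The called contigs had a median absolute log2 fold change of 1.43. Probes were often placed on both strands of a contig, and the 216 entries come from 190 base contigs. Of the 215 contigs of Table S3, 211 were called here, and 5 contigs called here are not in it. One of the 211 is named in the table by a bare number and was taken as contig04849 from its description and length. With limma's treat the number fell to 38. Without artificial diet replicate 4 it was 129.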

An overview of all GO terms associated with these contigs is shown in Fig. 3A and in Table S4. Out of the 215 differentially transcribed contigs, 77 coded for proteins with a hit in NCBI database. 

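Table S3 gives descriptions only for its own contigs. Among the contigs called here, 97 have an entry other than n/a in that column, including entries with no assigned function such as hypothetical conserved protein.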

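Larvae fed on green olives had higher levels than larvae on artificial diet for 158 of the called contigs, 61 with a description, and lower levels for 58, of which 36 have one. The highest rise was that of contig04633, described as a leucine rich protein, with a log2 ratio of 6.06 ± 0.291 (SD, n = 4 arrays; adjusted p = 1.68e-06, limma). It was followed by 4 contigs without a description: rc_contig07171 at 5.95, contig12892 at 5.43, a reverse-strand segment of contig00541 at 4.19 and rc_contig04969 at 3.98. The prefix rc marks probes for the reverse strand of a contig. The deepest fall was that of rc_contig00002, at -5.98 ± 0.528 (SD, n = 4 arrays; adjusted p = 1.99e-06, limma). The green olive channels of these arrays read 7.60 to 11.78 on the log2 scale for it, beside bright Cy3 signal, and those of the black olive arrays 6.25 to 6.45. The forward probes of the same sequence, contig00002, are described as a nonstructural polyprotein and fell as well. The next 4 falls, contig01400 at -4.73, rc_contig00932 at -4.42, rc_contig05454 at -4.01 and rc_contig03245 at -3.36, have no description. They had larger standard errors, 0.724, 0.900, 0.597 and 0.426, and were well above background in all 4 artificial diet channels but in at most 2 of the 4 green olive channels of these arrays.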

One hundred and fifty seven contigs (of which 41 with a blastx description) were over-expressed and 58 (of which 36 with a blastx description) were under-expressed. Among the 41 over-expressed contigs with a blastx description, several contigs encoding for enzymes related to food digestion and detoxification of xenobiotics were identified. 

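Contig04090 and contig05378, both described as midgut trypsin, had log2 ratios of 1.42 ± 0.174 and 1.03 ± 0.218 (SD, n = 4 arrays) between green olives and artificial diet, with limma adjusted p-values of 0.00107 and 0.00557. The maltase contig02414 was at 1.16 ± 0.221 (SD, n = 4 arrays; limma adjusted p = 0.00395). Other proteases were contig04596, a trypsin-like serine protease precursor and the most changed of them, at 2.64 ± 0.220 (SD, n = 4 arrays; limma adjusted p = 2.05e-06), contig03768 (Jonah 65Aiii) at 1.74, contig04528 at 1.40 and contig02711, a midgut-specific serine protease, at 1.40. Each of these contigs was higher in green olives on all 4 arrays and with all of its probes. The fold change of contig05378 is close to the threshold, and it lost its call in 5 of 26 alternative settings, 2 of which left out an artificial diet replicate.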

Nine putative serine-type proteases, such as midgut trypsins (e.g. contig04090, contig05378), as well as other proteases and a maltase (contig02414) were over-expressed in larvae developing in green olives. The induction of peptidase activity was also confirmed by GO enrichment analysis (Table S4). The increased production of digestive enzymes may allow digesting proteins of the olive flesh, but may also serve as a defense mechanism to counteract the negative effects of trypsin inhibitors induced by the olive fruit upon *B. oleae* attack^25^. 

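The log2 ratio of contig04001 between green olives and artificial diet was 1.85 ± 0.179 (SD, n = 4 arrays; limma adjusted p = 0.000198), and that of contig03604 was 1.55 ± 0.684 (SD, n = 4 arrays; limma adjusted p = 0.0160). Table S3 describes contig04001 as an N-acetyllactosaminide N-acetylglucosaminyltransferase-like sequence and contig03604 as cytochrome P450-28A1. Contig03020, described as a hypothetical conserved protein, was at 1.38 ± 0.332 (SD, n = 4 arrays; limma adjusted p = 0.00412), and contig03118, a glycine N-methyltransferase, at 1.00 ± 0.225 (SD, n = 4 arrays; limma adjusted p = 0.00106). The spread between arrays was largest for contig03604, which lost its call when artificial diet replicate 1, 2 or 3 was left out. Contig03118 lies at the threshold of 1 and lost its call without artificial diet replicate 3. Contig04001 kept its call in all 26 alternative settings.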

Four putative detoxification genes, encoding for a UDP-glucosyltransferase (contig04001), a cytochrome P450 monooxygenase (contig03604), a N-acetyltransferase (contig03020) and a glycine methyltransferase (contig03118) were over-expressed upon development in green olives compared to artificial diet; these detoxification genes could be involved in the de-activation of phenolic compounds present in the green olive flesh.

In the next transcriptomic comparison, a total of 185 contigs (of which 86 with a blastx description) were found as differentially expressed between larvae developing in black olives compared to larvae developing in artificial diet (Fig. 1A, Table S5). 

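Between black olives and artificial diet, 192 contigs passed both thresholds, with a median absolute log2 fold change of 1.33, and 927 had an adjusted p-value below 0.05. No array held both regimes, so each fold change is the difference between the mean log2 ratios of the 2 sets of 4 arrays. For 191 contigs, every array of one set lay on the same side of every array of the other. This comparison is free of the dye difference, since both regimes were in Cy3. Without artificial diet replicate 1 the number was 123, and without artificial diet replicate 3 it was 118. Among the settings set before the data were examined, the number ran from 17 with limma's treat to 314 with the scanner's processed intensity. It was 34 with the replicate number as a block. With the row of the slide as a covariate it was 122, and 110 of the 192 were kept. With a block of the arrays whose green olive channels deviate together, chosen after the correlations were seen, all 192 were called again among 311.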

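Black olive larvae had higher levels for 67 contigs, 21 with a description in the supplementary tables, and lower levels for 125, of which 64 have one. The 5 largest rises were the same contigs as for green olives against artificial diet: rc_contig07171 at a log2 fold change of 4.06, contig04633 at 3.97, contig12892 at 3.52, the segment of contig00541 at 2.90 and rc_contig04969 at 2.88. The largest fall was again rc_contig00002, at -6.05 (standard error 0.251, limma adjusted p = 0.000135). It was not well above background in any black olive channel, so a lower bound is given: its lowest level in an artificial diet channel was at least 62.9-fold above black olives. For such contigs the bound sets the lowest channel of the bright group against the dim group, taking on each array the higher of the lowest signal among probes well above background and the contig's own signal, and then the highest of the arrays. It is open to dye bias where the 2 groups carry different dyes. Contig04551, rc_contig04551, rc_contig10962 and contig10095 followed at -4.12, -3.31, -3.27 and -3.20, and rc_contig10962 lost its call in 11 of 25 alternative settings.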

Sixty-three contigs (of which 22 with a blastx description) were over-expressed, while 122 (64 with a blastx description) were under-expressed. 

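Contig04596 was 2.08 higher on the log2 scale in black olives than in artificial diet (standard error 0.115, limma adjusted p = 0.000237) and contig02711 was 1.15 higher (standard error 0.174, limma adjusted p = 0.0150). Both are described as serine proteases. Of the contigs the paper links to detoxification, contig03604 had the largest log2 fold change, 2.19 (standard error 0.400, limma adjusted p = 0.0275). The other cytochrome P450, contig10157, was at 1.18 (standard error 0.136, limma adjusted p = 0.00487). It was not well above background in any artificial diet channel, which makes the rise at least 1.52-fold from the lowest black olive channel. The glutathione S-transferases contig09042 and contig07812 were at 1.17 and 1.11, with limma adjusted p-values of 0.0167 and 0.0262. Contig03020, at 1.11 (standard error 0.247), had an adjusted p-value of 0.0459 in limma and lost its call in 15 of 25 alternative settings. Contig03604 lost it in 9 and contig07812 in 7, while contig04596 kept it in all 25.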

Among the over-expressed contigs coding for proteins with a predicted function, 2 serine proteases were identified (contig04596, contig02711) and 5 contigs related to detoxification: 2 contigs encoding for a P450 monooxygenase (contig03604, contig10157), 2 encoding for a GST (contig09042, contig07812), and one encoding for a N-acetyltransferase (contig03020). Over-expression of some of these genes was also confirmed by RT-qPCR (Fig. 2B). 

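The direction of contig04596, contig02711, contig03604 and contig03020 was the same with all of their probes in both comparisons against artificial diet. In normalized log2 intensity, contig04596 was at 12.9 ± 0.129 in green olives and 12.4 ± 0.206 in black olives, against 10.3 ± 0.281 in artificial diet (SD, n = 4 channels each, the green olive channels taken from the artificial diet arrays). For each of these contigs the artificial diet value enters both fold changes, so the 2 results are not independent.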

The contigs 04596 an 02711 (encoding for putative serine proteases), 03604 (encoding for a putative P450) and 03020 (encoding for putative N-acetyltransferase) were also found over-expressed in the microarray comparison of larvae fed upon green olives *versus* artificial diet, indicating a possible association of these contigs with the adaptation of the olive fruit fly to olives. 

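The number of contigs with higher levels than in artificial diet was smaller for black than for green olives under each alternative setting that gave both, including each one that left out an array. The numbers were closest in ratio without artificial diet replicate 4, at 62 against 87. Contigs with lower levels than in artificial diet were more numerous for black olives, 125 against 58. That order reversed in some settings, for example with the scanner's processed intensity (202 against 215). The larger standard errors for black olives against artificial diet can also lower its number of calls. Black olives lay no closer to artificial diet (centroid distance 0.436) than green olives (0.371, which includes any dye difference). A difference between the numbers of calls was not tested in itself. In the comparison with black olives both regimes share a dye, while green olives and artificial diet were in different dyes.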

Using the artificial diet as the reference feeding condition, the number of significantly over-expressed contigs upon development of larvae in black olives (n = 63) was lower than that of larvae developing in green olives (n = 157). This indicates that the number of processes activated in the insect during growth in the black olives may be closer to the number of processes activated during artificial diet growth, possibly because the two diets are quite similar (for example, both containing hydrolyzed proteins), while the green olive environment seems to induce a number of additional genes/processes, possibly due to its demanding nature (for example, requiring detoxification and absorption of limited-availability nutrients).

### Differentially expressed contigs between *Bactrocera oleae* larvae feeding on green immature olives compared to larvae feeding on mature black olives

In order to identify genes that are associated with the ability of *B. oleae* to specifically develop in the green olive, gene expression levels of larvae fed upon green olives were compared to those of larvae fed upon black olives. 

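Larvae fed on green and on black olives were hybridized together on 4 arrays, and 462 of 20516 contigs passed both thresholds between them. For 458 of these the direction was the same on all 4 arrays. An adjusted p-value below 0.05 was reached by 4710 contigs, so the fold change threshold set the size of the list. The median absolute log2 fold change of the called contigs was 1.31. A probe well above background on every array of a regime was present for 449 of them, or 97.2%. The arrays were on the same slide as those with artificial diet, with green olives always in Cy5.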

A total of 456 contigs were differentially expressed in larvae fed upon green olives compared to larvae fed upon black olives (Table S6). Gene set analysis of the biological processes associated with these genes is presented in Fig. 3B. From the 456 contigs, 245 encoded genes with a known function based on similarity searches using blastx. 

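Of the contigs called here, 454 are among those of Table S6, 8 are called only here, and 2 of Table S6 were not called. A description other than n/a is given for 243 of them.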

Three hundred and fifty six contigs (of which 183 with a blastx description) were over-expressed in green olives, while 100 contigs (of which 62 with a blastx description) were under-expressed. 

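Levels were higher in green olives for 357 contigs, 183 of them described, and lower for 105, of which 60 are described. The largest rises were in contig10221 (log2 ratio 4.27), contig04551 (4.11), rc_contig07925 (3.92), contig06300 (3.53) and contig04345 (3.53), of which only the last has an entry, a *Drosophila virilis* protein of unnamed function. Contig04345 was not well above background in any black olive channel, which gives at least 3.79-fold from the lowest green olive channel. Contig04551 fell by a similar amount between artificial diet and black olives, and its normalized log2 intensity was 11.1 ± 1.25 (SD, n = 4) in black olives, 15.2 ± 0.172 in the green olive channels of the same arrays and 15.2 ± 0.436 in artificial diet. The largest falls among contigs that changed the same way on all 4 arrays were rc_contig05454 at -2.10, contig00962 at -2.06, the helicase-like contig09851 at -1.98, the glutathione S-transferase D1 contig08281 at -1.94 and the sepiapterin reductase contig02227 at -1.88. The first of these varied most between arrays (SD 1.75, n = 4) and lost its call in 10 of 26 alternative settings.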

The expression of selected genes found as differentially transcribed between *B. oleae* larvae feeding on green immature and black mature olives was confirmed by RT-qPCR (Fig. 2C).

A large set of genes (n = 24) predicted to code for enzymes involved in digestion were over-expressed. Specifically, contigs encoding for putative lysozymes (contig06851, contig08507), numerous proteases (including serine proteases, e.g. contig04367, contig04849, contig06115, contig04313, contig01887) and metalloproteases (e.g. contig04956, contig00850), a phospholipase (contig04753), nucleases (e.g. 00776, contig01101, contig01241) and the digestion facilitator peritrophin (contig06046) were over-expressed in larvae fed on green olives, compared to those fed on black olives. 

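The text and figures name 15 digestion contigs for this comparison. All 15 were called higher in green than in black olives, with log2 fold changes of 1.00 to 2.16 and limma adjusted p-values of 0.000108 to 0.0109, and each was higher on all 4 arrays and with all of its probes.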

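The lysozymes contig06851 and contig08507 had log2 ratios of 2.16 ± 0.563 and 1.25 ± 0.402 (SD, n = 4 arrays) between green and black olives, with limma adjusted p-values of 0.000888 and 0.00379. Among the serine proteases, contig04367 was the least variable, at 1.75 ± 0.107 (SD, n = 4 arrays; limma adjusted p = 0.000108). Contig04849, contig06115 and contig04313 were at 1.58, 1.55 and 1.30, and the tripeptidyl-peptidase contig01887 at 1.54. Contig04956 and contig00850, which the paper counts as digestive metalloproteases, are described as sperm-leucylaminopeptidase 1 and 3. They were at 1.90 ± 0.634 and 1.42 ± 0.698 (SD, n = 4 arrays; limma adjusted p = 0.00662 and 0.0109). A role in digestion was not tested for them. Contig04956 was not well above background in any black olive channel, so its rise is given as at least 1.42-fold from the lowest green olive channel. The phospholipase contig04753 was at 1.01 and the nucleases contig00776, contig01101 and contig01241 were at 1.49, 1.26 and 1.18. Peritrophin contig06046, at 1.00 ± 0.355 (SD, n = 4 arrays; limma adjusted p = 0.00546), lies at the threshold and lost its call in 6 of 26 alternative settings. Contig07649, a zinc carboxypeptidase of Fig. 2C, was at 1.62.

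**Figure D2:**
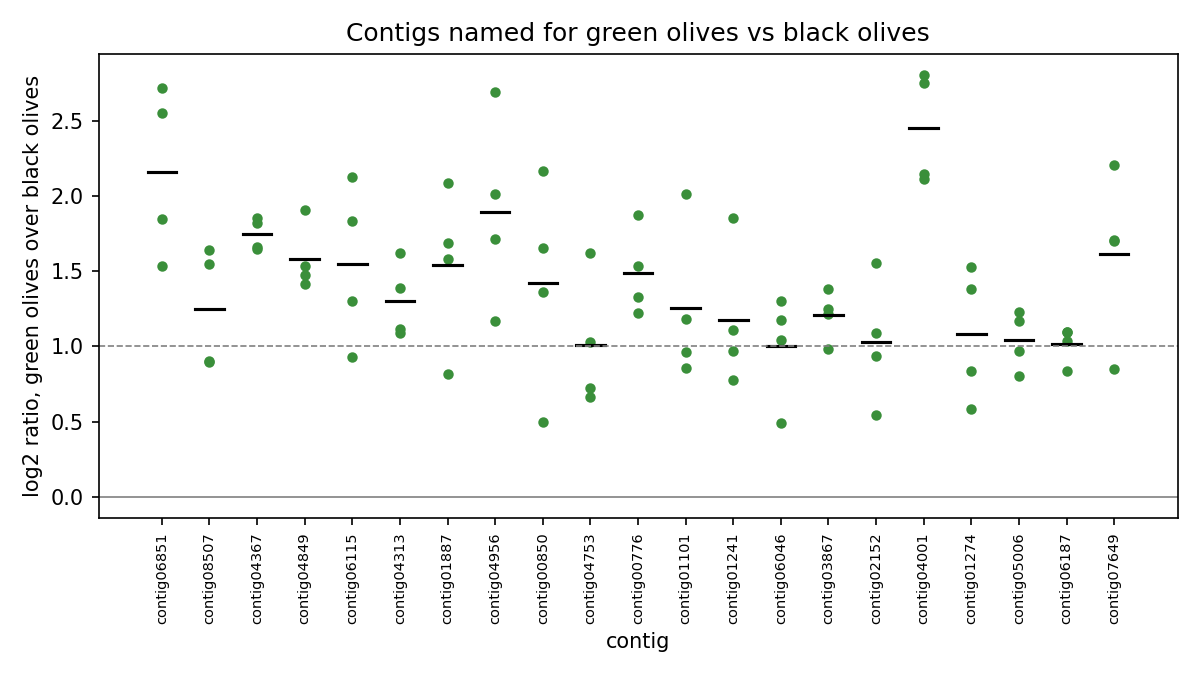
Log2 ratio of green over black olives for each contig named for this comparison. Points are the 4 arrays, the dashed line marks the threshold of 1, and every array lies above 0.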

The over-expression of a selection of these genes was confirmed by RT-qPCR (Fig. 2C). 

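Among the contigs called higher in green than in black olives, those marked for digestion in Table S6 were 13.7% of the contigs with a description and 7.00% of all contigs in that direction. Descriptions come from the supplementary tables, which cover called contigs only, so the share was not set against the contigs that did not change.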

The over-expressed genes related to digestion represent 8.6% of the over-expressed genes with a predicted function, suggesting that the activation of the related pathways for the digestion of dietary proteins may be an important mechanism employed by *B. oleae* larvae during development in green olives. Except from protein digestion, the induction of peptidase activity may relate to the adaptation of the olive fruit fly to olives *via* protein degradation as a means to meet energy demands during stress^30^ or protein biosynthesis and modification of enzymatic conformation in the context of processes induced by *B. oleae* to respond to plant defense^31^. Moreover, the elevated peptidase activity may represent a mechanism to counteract the negative effects of protease inhibitors produced by olives upon larval attack^25^.

Interestingly, 6 genes predicted to encode for enzymes commonly associated with detoxification of xenobiotics were also over-expressed, namely a putative ABC transporter (contig03867), an alpha-esterase (contig02152), 3 UDP glycosyltransferases (contig04001, contig01274 and contig05006) and a beta-galactosyltransferase (a type of glycolytransferase, contig06187). 

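The ABC transporter contig03867, described as an ATP-dependent transporter, had a log2 ratio of 1.21 ± 0.165 (SD, n = 4 arrays; limma adjusted p = 0.000108) between green and black olives. Contig04001 had the largest rise of the group, 2.45 ± 0.375 (SD, n = 4 arrays; limma adjusted p = 0.000104). The alpha-esterase contig02152 was at 1.03 ± 0.416, contig01274 at 1.08 ± 0.446, contig05006 at 1.04 ± 0.194 and contig06187 at 1.02 ± 0.121 (SD, n = 4 arrays each), with limma adjusted p-values between 0.000390 and 0.00588. Apart from contig04001 and contig03867, these lie within 0.1 of the log2 threshold, and contig06187 lost its call in 5 of 26 alternative settings.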

The detoxification enzymes encoded by these genes may play a role in the ligation or sequestration of phenolic compounds, abundantly present in green olives. The over-expression of a set of glycosyltransferases is in line with other studies that associate the detoxification of plant phenols by glycosylation. For example, BmUGT1 was associated with elimination of the effects of ingested plant phenols in *Bombyx mori*^32^, beta-glycosylation by beta-glycosyltransferases was correlated with detoxification of toxic phenols present in *Manduca sexta* larval diet^33^, while recently, the detoxification of gossypol was associated with UGT41B3 and UGT40D1 in *Helicoverpa armigera* and *Heliothis virescens*^34^.

Contigs with blastx description related to lipid metabolic processes were found to be significantly under-expressed in green olive fed larvae compared to black olive- fed ones (Fig. 3B and Table S5). 

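Descriptions were searched for lipase, fatty acid, acyl-CoA and lipid, words set before the data were examined. Of the called contigs, 2 matched, the 3-hydroxyacyl-CoA dehydrogenase contig01313 and the phospholipase contig04753. Contig01313 was lower in green than in black olives, with a log2 fold change of -1.09 (standard error 0.0934, limma adjusted p = 0.000435). Contig04753 was higher, with a standard error of 0.170 and a limma adjusted p of 0.00491. A wider search, chosen after the descriptions were seen, added the apolipoprotein D-like contigs contig05067, contig07056 and contig07071 and the reductase contig04780, so that 1 of 6 contigs was lower in green olives and 5 were higher. Contigs without a call have no description here, so no set test was run.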

Increased lipid metabolism in black olives possibly reflects the high oil content of black olives; it is well known that during olive maturation oil synthesis increases (reviewed in Conde *et al*.^9^).

Using the different transcriptomic profiles, we were able to identify those genes that uniquely and consistently responded to green olive exposure (Fig. 1C). Among them, two putative serine proteases (contigs 04849 and 01887) and one predicted UGT (contig04001) were found to be consistently overexpressed in larvae fed upon green olives (Fig. 1C). This may indicate their crucial role in digestion and detoxification of green olive compounds.

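Both green olive comparisons called 109 contigs, with 96 higher in green olives in each, 12 lower in each and 1 in opposite directions. These were 50.5% of the contigs called against artificial diet and 23.6% of those called against black olives. Independent lists would share 4.86. In simulated arrays with no change, where the same 4 pools of green olive larvae entered both sets of arrays, as many top-ranked contigs shared 65.2 on average over 100 simulations and 81 at most, and no contig passed both thresholds in both. The top-ranked lists were chosen by p-value without the fold change threshold, and noise was independent between contigs. The observed 109 is therefore not like for like with them. The correlation of the fold changes across 13911 contigs was 0.473, against 0.503 on average in the simulations (0.439 to 0.583). Both comparisons set Cy5 against Cy3. Leaving out artificial diet replicate 2, 3 or 4 lowered the overlap to 64, 56 or 39.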

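Contig04849 had a log2 ratio of 1.53 ± 0.375 against artificial diet and 1.58 ± 0.220 against black olives (SD, n = 4 arrays each), with limma adjusted p-values of 0.000742 and 0.000437. Contig04001 had one of the larger rises in both. Its normalized log2 intensity was 9.37 ± 0.240 and 9.40 ± 0.267 in the 2 sets of green olive channels, 7.52 ± 0.176 in artificial diet and 6.95 ± 0.190 in black olives (SD, n = 4 channels each). The difference between green olives and artificial diet was smaller for contig01887, 1.03 ± 0.571 (SD, n = 4 arrays; limma adjusted p = 0.0333), and it lost its call in 10 of 26 alternative settings. These include each setting without artificial diet replicate 2, 3 or 4. From the rise of these contigs in both comparisons, the paper proposes that they have a role in the digestion and detoxification of green olive compounds.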

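Across the 3 comparisons, 626 contigs were called at least once and 14 in all 3. All 41 pairs of a comparison and a digestion or detoxification contig named for it passed both thresholds. The numbers were 13 for green olives against artificial diet, 7 for black olives against artificial diet and 21 for green against black olives. No contig named for green olives was lower there on any array.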

In conclusion, several genes were found overexpressed in the olive fly larvae when feeding in green olives. Among these, a number of genes encoding detoxification and digestive enzymes, indicating a potential association with the ability of *B. oleae* to cope with green olives, in line with other insect mechanisms that have been developed to overcome two-component chemical defense in plants, and specifically b-glucosidase activated phytochemicals (such as oleuropein)^35^.

### The draft transcriptome of *Ca. E. dacicola* reconstructed from larval gut samples

We next compared two stages of olive fruit ripening, green and black, from the bacterial point of view, by studying gene expression patterns of the olive fruit fly symbiont *Ca. E. dacicola*. For this purpose, we first reconstructed the transcriptome of *Ca. E. dacicola* from a combined pool of RNA-seq reads coming from the two stages. In order to maximize the number of sequences of symbiont origin, we isolated RNAs from gastric caecas, specialized appendages of the insect’s midgut, in which the symbiont cells can be found in high concentrations at the larval stage^22^. RNAs from gastric caecas of 3^rd^-instar olive fruit larvae developing in green and black olives were used to construct two stranded, ribosomal-depleted and random-primed libraries, sequenced with MiSeq Illumina technology. Because these reads represent a mixture of sequences from diverse bacteria inhabiting the gastric caeca and sequences from insect tissue, we identified, by means of taxonomical mapping (see Methods), a fraction of reads that could be safely assigned to the genus *Erwinia*. This was the most dominant fraction among the taxonomically mapped microbial reads; we also checked for the presence of *Acetobacter sp*. in our sequenced samples, and these were negligible to null (full taxonomic classification results presented in Table S7). The reads identified as ‘*Erwinia*’ from both conditions represented 14.6% of the initial reads, and a total of 510 Mbp. Using this fraction, we *de novo* assembled the *Ca. E. dacicola* transcriptome with the program rnaSPAdes^36^,^37^ and performed an automatic annotation using RAST^38^. To further confirm that our approach of selecting *Erwinia* reads from taxonomic mapping is successful, we aligned the longest 16S predicted sequence from our annotated transcriptome assembly (deposited in GenBank with accession number: KX388537) to other published 16S rRNA sequences of *Ca. E. dacicola*. The nucleotide alignment showed that our sequence is 99% similar to 16S sequences of *Ca. E. dacicola* from Italian and Spanish strains^20^,^39^ (Moret *et al*., unpublished data with accession numbers FM958430.1 and FM958428.1) (Figure S1). Note that since our partial 16S sequence comes from assembly of *Ca. E. dacicola* reads obtained from two distinct larval feeding environments, it cannot be excluded that the differences it presents to the published sequences may relate to its multi-isolate nature (different isolates may inhabit the gastric caeca of green- and black olive-fed flies).

Overall, our approach of pooling bacterial RNAs derived from different stages of olive fruit ripening allowed to recover a considerable fraction of genes of *Ca. E. dacicola*: The assembled transcriptome of the symbiont (Table 1, Table S8) covers approximately 2.7 Mbp and contains 3,206 predicted protein-coding genes (ribosomal RNA genes are not presented here, because we consider predictions on their number unreliable in the context of sequencing rRNA-depleted libraries). The number of *Ca. E. dacicola* protein-coding genes is lower than the number of coding genes predicted by the same platform, RAST, for sequenced genomes of other *Erwinia* species, such as *E. toletana*^40^ (3,709 genes) and *E. oleae*^41^ (4,619 genes). Similarly, the number of tRNAs encoded is smaller (44, with genomes of other *Erwinia* species commonly encoding between 65 for *E. tracheiphila*^42^ and 81 for *E. tasmaniensis*^43^). However, the endosymbiont is expected to have a reduced gene set compared to free-living species of the same genus, as observed for other maternally-transmitted insect symbionts (reviewed in McCutcheon and Moran^44^). We cannot exclude that the transcriptome assembly of *Ca. Erwinia dacicola* is to some extent incomplete; additional sequencing in the future will allow assessing the completeness of our assembly. RAST gene predictions appeared rather fragmented (Table S8), with a number of short genomic elements. However, such fragmentation can be expected for an automatic annotation. Despite the above limitations, the transcriptome assembly shows a good N_50_ (3–3.1 Kbp) and high scaffold coverage (437–1,073x), and is thus suitable for the purpose of the present study, i.e. providing a roadmap of genomic elements differentially expressed between green and black-olive growth conditions. We will hereafter refer to this draft assembly as the “*Ca. E. dacicola* transcriptome”.

### Differential expression of *Ca. E. dacicola* genes in green and black olive-fed larvae

In order to obtain an overview of induced processes in the microbial community of the gastric caeca, we quantified bacterial gene expression by separately aligning the *Erwinia* RNA-seq reads coming from caecas of green and black olive-fed larvae against the *Ca. E. dacicola* transcriptome. The aim was to identify genes with high expression levels in either of the two time-points of fruit ripening. We will hereafter refer to over- and under-expressed genes relative to the green olive condition, with both profiles being of interest for the identification of genes relevant to the interaction of the fruit fly with its gut symbiont. The alignment of RNA-seq reads to the draft transcriptome was performed with the bacterial-specific program EDGE-pro^45^. Using the Reads Per Kilobase of transcript per Million mapped reads (RPKM) as a ‘proxy’ of expression levels, we identified 81 over-expressed and the 41 under-expressed DEGEs (differentially expressed genomic elements). Table S9 (sheets 1 and 2) lists these elements along with information on the *p-value* of differential expression we obtained from an additional analysis run with the Bioconductor package DESeq2, which has an option of treating data without biological replication^46^. DEseq2 analysis identified 7 significantly (*p-value* < 0.05) over-expressed DEGEs (Table S9, sheet 3), five of which in common with the RPKM approach.

Literature searches and functional enrichment analysis of the GO terms associated with the *Ca. E. dacicola* DEGEs revealed that different sets of processes are activated in the bacterial symbiont in green compared to black olive -fed larvae: Few processes were activated in the caeca of larvae feeding on green olives, with a strong bias for those related to genomic (ex)changes and to the metabolism of aromatic, nitrogen and nucleobase-containing compounds. These were the dominant terms (Biological Process and Molecular Function GO categories) found to be significantly enriched with an FDR *p-value* < 0.05 (Table S4). More specifically, over-expressed genomic elements were dominated (64.2%) by predicted mobile genetic elements (MGEs), transposases and integrases, virB proteins of the type IV secretion system that allows inter-bacterial and bacterial-eukaryote conjugative transfer of DNA and other macromolecules (for example, Schroder *et al*.^47^), and a topoisomerase involved in recombination or transcription. These findings indicate that, during larval growth in green olives, DNA exchanges are increased within the symbiotic community of the gastric caeca, with MGEs playing a central role in this process between and within genomes (reviewed in Aminov^48^), in agreement with previous studies^49^. The genomic exchanges taking place within the gut microbial community may be directly beneficial for the symbiont and/or the insect in the stressful environment of the green olive, *via* alterations in gene regulation, genome rearrangements and lateral gene transfer. These processes are highly dynamic in symbiotic systems, despite hundreds of millions of years of host-microbe coevolution^50^. Concurrent with the observed expression of type IV secretion system components in our study are ultrastructure studies of symbiotic bacteria in olive flies^51^. These show an extensive network of filamentous fimbriae protruding from bacterial cells and spanning into their surroundings. These fimbriae may facilitate exchange of genetic material as discussed above, or nutritive elements (see below).

Among over-expressed genes in the present study, we identified several with relevant protein functions providing support for induced biosynthesis of amino acids or fixation of nitrogen. For example, we identified three molybdopterin-guanine dinucleotide biosynthesis genes, encoding ModB, ModC and TriL/ModC proteins, and an endoribonuclease L-PSP, showing similarity to imine deaminases, a large conserved family of proteins related to amino-acid biosynthesis (for example, isoleukine biosynthesis in another enterobacterium^52^). The overexpression of the ModB-encoding gene, further supported by DESeq2 analysis (*p-value* = 0.027), might be of particular interest in this context: The ModB protein is related to the trace element molybdenum, present in nitrogenase metalo-enzymes that perform nitrogen fixation. The exact role of ModB appears controversial, even in studies of the model system *E. coli*, with roles in either biosynthesis of the molybdenum cofactor and anaerobic respiration^53^, or in molybdenum transport^54^. Notably, the ModB gene was recently identified in the genomes of two bacterial symbionts of an insect pest, and these two symbionts are phylogenetically close to *Erwinia*^55^. Another over-expressed gene for which there is statistical support from DESeq2 analysis and that is potentially related to amino-acid metabolism encodes the PvcB protein, a member of the family of Fe^2+^ α-ketoglutarate-dependent oxygenases. Recently, the PvcB protein was functionally characterized in three bacterial species, including an *Erwinia* species, and was shown to be involved in biosynthesis of secondary metabolites from aromatic amino acids^56^.

The activation of metabolic processes related to aromatic, nitrogen and nucleobase-containing compounds highlights the importance of amino-acid and nitrogen availability in the green olives, expected to be limited in this environment. Indeed, unripe olives employ a potent defence mechanism against herbivores through activation of oleuropein – their major phenolic constituent^29^. Once activated, oleuropein exhibits strong protein cross-linking and lysine-decreasing activities, eventually leading to severe reduction in protein availability and nutritional value^13^,^28^. Larvae feeding on unripe fruit are unable to complete development when devoid of *Ca. E. dacicola*. These bacteria are suspected to counteract the anti-nutritive activity of oleuropein, either by compensating for the lack of nutritionally-balanced protein source or through direct detoxification^13^,^14^,^15^. Either of these processes may require activation of amino-acid synthesis in the bacterium: *Ca. E. dacicola* has been previously demonstrated to sustain protein synthesis in adult flies by providing essential amino acids^23^. Additionally, detoxification of oleuropein may be effectively achieved into the larval gut through secretion, by the bacterium, of free amino acids that inactivate this phenolic compound, as for example glycine (Konno *et al*.^57^ and references within). Glycine inhibits the lysine-decreasing activity of (enzymatically) activated oleuropein by antagonizing the glutaraldehyde-like structure. Thus, a tempting hypothesis to be further tested is that secretion of glycine occurs *via* the type IV secretion system, previously visualized through microscopy in olive flies^51^, since a number of its components were found over-expressed in our study (Table S9). The roles of this system are highly diverse and not fully known in bacteria (reviewed in Souza *et al*.^58^), but may relate to the establishment of symbiotic interactions, as previously shown for the nitrogen-fixing bacterium *Mesorhizobium loti*^59^. Overall, a number of previous studies support that the metabolism of amino acids is an important component underlying the interaction between *B. oleae* and *Ca. E. dacicola* both in adult and larval life stages, in terms of either development and/or nutrition of *B. oleae* within the olive. Correspondingly, the activation of processes related to nitrogen metabolism as depicted by our transcriptomic survey is supported by these studies.

A different set and a higher variety of processes appeared activated in the caeca of larvae feeding on black olives based on GO enrichment analysis (Table S4): primary metabolism, most often related to the biosynthesis of basic cell-wall components (phosphoenolpyruvate carboxykinase, phosphoheptose isomerase 1, UDP-N-acetylmuramoylalanyl-D-glutamyl-2,6-diaminopimelate–D-alanyl-D-alanine ligase), amino-acid metabolism (e.g. aspartate-semialdehyde dehydrogenase, aspartate 1-decarboxylase, histidinol-phosphate aminotransferase), transport of various compounds (PtsN system for carbohydrates, amino-acid ABC-type transporter, magnesium and cobalt efflux protein CorC, permeases), heat/cold shock response (CspD, HSP33, HtrA protease/chaperone), DNA repair (exodeoxyribonuclease V beta chain, DNA ligase) and transposition (MGEs constituting 17.07% of under-expressed elements). However, statistical support for enrichment of relevant GO terms was marginal and mainly affected gluconeogenesis and biosynthesis of methionine, isoleucine, threonine and alanine, as well as a range of enzymatic activities, such as aminotransferases, isomerases, oxidoreductases, decarboxylases and carboxykinases. The overall profiles of bacterial gene expression in the black olive environment indicate that metabolism of amino acids is still highly active at this late stage of fruit ripening, but with probably different pathways being induced as compared to the green olive environment. Because obtaining the biological material for this study presents several biological and technical difficulties (gastric caeca dissection, standardized extraction of larvae from ripe and unripe olives at the same period of the year), it was not possible to robustly assess gene expression of the symbiont through use of biological replicates. Nevertheless, future RT-qPCR experiments should confirm the expression of *Ca. E. dacicola* genes identified here and contribute in identifying the exact succession of molecular events occurring at the level of amino-acid metabolism in the symbiont during olive fruit ripening.

## Concluding remarks

This study presents a joint gene expression analysis of olive fruit fly larvae and their major bacterial symbiont *Ca. E. dacicola* developing in green and black olives. In green immature olives, known to contain large quantities of the phenolic compound oleuropein, several olive fruit fly genes encoding detoxification enzymes, such as UGTs, were found significantly over-expressed. Under the same conditions in the symbiont, components of the type IV secretion system, previously associated with secretion of an inhibitor of oleuropein, were found activated. At this stage, we cannot say whether degradation of oleuropein occurs with insect or symbiont enzymes (or their cooperation), but our study provided some first evidence- for potential contributions in oleuropein degradation from both partners of the symbiotic interaction. In addition, we observed an activation of several digestive enzymes in the olive fruit fly, and of amino-acid metabolism in the bacterial partner. The above genes and processes might also relate with the ability of the olive fruit fly to feed on green olives.

Numerous olive fruit fly genes of yet unknown function were also differentially expressed. The sequencing and annotation of the *B. oleae* genome is expected to unravel the potential roles of these and additional genes in the adaptation to the olive environment. Our study further provides a first transcriptomic resource for the *B. oleae* gut microflora, recognized since long as a key player in the adaptation, especially to the green olive environment. The annotation and first comparative analysis of the bacterial draft transcriptome provide an important basis for future studies aiming to identify the functional contributions of the symbiont to the development and nutrition of the *B. oleae* larvae within the olives, especially with regards to amino-acid metabolism.

## Materials and Methods

### Microarray design

A custom Sureprint genome-wide G3 Gene Expression 8 × 60 k microarray (design ID 045129) was designed using the Agilent eArray online platform (http://earray.chem.agilent.com/earray, Agilent Technologies) based on the *B. oleae* contigs obtained by 454 pyrosequencing (BioProject accession number PRJNA195424, Sequence Read Archive: SRR799687, SRR799688), a set of 15 *B. oleae* P450 sequences obtained by degenerate PCR^10^ and 236 *B. oleae* sequences (including 13 mitochondrial genes) available at NCBI (database version of November 2012). Fungal rRNA sequences were removed from the *B. oleae* contig dataset prior to probe design^10^. For *B. oleae* contigs and sequences that showed homology (blastx^60^, e-value threshold E-3) to other arthropod proteins and for which strand orientation information was available, probe design aimed for three to four probes of 60 nt per contig with parameters set to “best probe distribution” and “no 3’ bias“. For those *B. oleae* contigs that showed homology to arthropod proteins on both strands, open reading frames (ORFs) from both strands and non-coding regions were extracted, and probes were designed aiming at 3 probes per ORF/non-coding region, and with parameters set to “best probe distribution” and “no 3′ bias”. For those *B. oleae* contigs that showed no homology to arthropod proteins on either strand, probes were designed for both the forward and reverse strand (3 probes/strand/contig, “best probe distribution”, “no 3′ bias”). In total, 59,860 probes targeting *B. oleae* transcripts were designed. 

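The scanner files list 59976 distinct *B. oleae* probes. Of these, 59860 have a single spot on the array, and 116 have several. The probes belong to 20516 contig names: 14049 with 3 probes, 2988 with 4, 2217 with 2, 1234 with 1 and 28 with more than 4.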

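The contigs of Table S1 were summarised as a group. Values were found for 30 of them, with median log2 fold changes of 0.04 for green olives against artificial diet, 0.04 for black olives against artificial diet and -0.04 for green against black olives. In limma, 4 and 1 of them had an adjusted p-value below 0.05 in the comparisons of green and of black olives with artificial diet, with log2 fold changes inside the threshold. Between green and black olives 10 did, and 1 passed both thresholds with a log2 fold change of 2.99.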

Finally, we also designed 4 probes per ORF (“3’bias”, “best probe design”) for 31 *B. oleae* ORFs having a blastx hit with arthropod “housekeeping” genes (Table S1). These probes were randomly distributed in 10 copies per array and were used to measure intra-array reproducibility (“replicate non-control probe group”). 

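In the scanner files each of the 116 repeated probes has 15 spots. The median SD of the log2 ratio over the spots of one probe was between 0.0388 and 0.105 on the 8 arrays, highest on the array of artificial diet replicate 1. This is the error within an array, and it is smaller than the spread between arrays of most contigs named here.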

The array design was submitted to the National Center for Biotechnology Information (NCBI) under the Gene Expression Omnibus (GEO)-platform format (GEO platform number GSE82037). The slide layout comprises eight arrays, allowing two comparisons of four replicates each.

### Sample collections

Unripe (green) olives of the Kalamon variety infested by *B. oleae* were collected from an olive orchard in Heraklion (Greece) in September 2012. Infested olives were transferred to the laboratory and 2^nd^ instar larvae were picked up from the mesocarp. Specimens were preserved in RNAlater (Sigma-Aldrich) and stored at −80 °C until use. Second-instar larvae from mature (black) olives were collected in January 2013 from the same olive orchard following the same procedure as described for green olives. To obtain samples from artificial diet, infested olives were collected from the same olive orchard, transferred to the laboratory and maintained in Petri dishes containing a layer of sawdust (substrate for pupation), at 25 °C, with a 16:8 h light: dark photoperiod. Upon pupation, pupae were transferred in plastic cages (8 × 8 × 8 cm) and the emerging females were allowed to lay eggs in a wax substrate. The newly hatched larvae were transferred to Petri dishes with artificial diet containing 550 ml distilled water, 20 ml extra virgin olive oil, 7.5 ml Tween-80, 0.5 g potassium sorbate, 2 g Nipagin, 20 g sugar, 75 g Brewer’s yeast, 30 g soy hydrolysate, 30 ml hydrochloric acid 2 N and 75 g cellulose powder^61^. Larvae were collected after they had reached the 2^nd^-instar stage and were stored at −80 °C upon treatment with RNAlater (Ambion).

Gastric caeca samples were prepared as follows: Caeca were extracted from 3^rd^-instar larvae that developed in olives in the laboratory. To rear larvae, wild flies were obtained as pupae from field-collected olives during December 2013. Following ecdysis and for the next 14 days females were maintained on a liquid diet of sucrose and yeast hydrolysate as previously described^13^. On the 8th day post-ecdysis, males were introduced into the cage to allow females to mate, and subsequently females oviposited in unripe (green) and ripe (black) olives (Cv. “Barnea”). Olives were picked 5 days earlier and maintained at 4 °C.

Ripe (n = 15) and unripe (n = 25) olives containing eggs were incubated at 25 °C for 10 days, after which the 7–8 day old, 3^rd^-instar larvae were extracted from the fruit. After external rinsing, larvae were dissected and their gastric caeca (n = 10 for each fruit condition: unripe and ripe) containing the bacteria were preserved in 500 μl RNAlater (Ambion) overnight at 4 °C. The excess solution was decanted the following day and samples were frozen at −80 °C.

### RNA preparation for microarray experiments

Samples were collected from 2^nd^-instar larvae fed upon green and black olives and artificial diet in four biological replicates. For each replicate, total RNA was extracted from 20 pooled individuals, using the RNeasy mini kit (Qiagen). RNA samples were treated with Turbo DNA-free (Ambion) to remove any contaminating genomic DNA. RNA quantity and quality were measured on a Nanodrop ND-1000 spectrophotometer (NanoDrop Technologies) and by running a 1.5% agarose gel. One hundred nanogram of RNA was used to generate Cy3- and Cy5-labeled cRNA following the Low Input Quick Amp Labeling kit (Agilent Technologies). RNA spike-in controls (Agilent Technologies) were added prior to the reverse transcriptase reaction step in the protocol. The labeled cRNA was purified with the RNeasy mini kit (Qiagen). RNA and cyanine concentration was measured on a Nanodrop ND-1000 spectrophotometer (NanoDrop Technologies).

### Gene expression microarray set-up and analysis

Two major hybridization schemes were followed: Four Cy5-labelled replicates of larvae fed on green olives were hybridized with either four Cy3-labelled replicates of larvae fed on black olives or either four Cy3-labelled replicates of larvae reared on artificial diet. Cyanine-labeled cRNA was pooled and hybridized to the custom-made Sureprint G3 8 × 60 K arrays using the Gene Expression Hybridization kit (Agilent Technologies). Slides were placed in a rotating (20 rpm) hybridization oven at 65 °C for 17 hours. Following hybridization, slides were washed using the Gene Expression Wash Buffer kit (Agilent Technologies) and scanned by an Agilent Microarray High-Resolution Scanner using default settings for 8 × 60 K GE microarrays. A raw image file for each array (accessible at GSE82037) was extracted using the Agilent Feature Extraction Software (GE2_107_SEP09 protocol). The raw Cy5and Cy3 (RG) intensity values were transferred to the limma framework for statistical processing^62^. Quality of the data throughout the limma pipeline was verified using arrayQualityMetrics^63^. Background-corrected RG data (normexp, 50) were used to generate the MA (M; log ratio and A; mean average) data^64^. MA data were subsequently optimized by normalization using loess and Aquantile^62^. A linear model was fitted to the processed data to generate three sets of relative gene expression levels: larvae fed on green olives *vs.* larvae fed on black olives, larvae fed on green olives *vs*. larvae fed on artificial diet and larvae fed on black olives *vs.* larvae fed on artificial diet. Significant differential expression was identified by applying empirical Bayesian statistics, using 0.05 and 1 as cut-offs for the FDR-corrected *p*-value and log_2_FC, respectively. 

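An adjusted p-value below 0.05 in at least one of the 3 comparisons was found in limma for 5886 contigs, or 28.7% of those on the array. Principal components of the 16 channels over 5885 of these contigs, those with a value in every channel, held 52.8% of the variance on the first and 25.3% on the second. Contigs chosen for their differences between regimes favour components that separate the regimes, so the values beside Fig. 1B are from contigs chosen by signal alone.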

PCA was performed on the transcript levels of 17,797 contigs (FDR-corrected *p-value* < 0.05 in at least one condition) using the prcomp command from the *stats* package. Two types of gene set analyses were performed to identify significant enrichment of Gene Ontology (GO) terms in the lists of significantly over- and under-expressed genes. For these analyses, we used the GO annotations of the olive fruit fly transcriptome^10^. Fisher’s Exact tests (“two-tailed”), combined with Benjamini-Hochberg False discovery rate (FDR) correction for multiple testing^40^ were performed for the identification of over- and under-represented GO terms via the Blast2GO software^65^. Significant GO terms (*p*-value < 0.05) were ranked by *p*-values. Biological process GO enrichment was additionally examined by using the differential expression-associated statistics obtained through linear modeling in a distinct directional gene set analysis (PAGE)^66^ using the *piano* package. *B. oleae* expression data and array platform have been uploaded to the Gene Expression Omnibus with accession number GSE82037.

### Microarray validation by RT-qPCR

Selected detoxification and digestive genes were validated using quantitative reverse transcription PCR (RT-qPCR). Primers were designed using the Primer – BLAST online analysis software (http:/www.ncbi.nlm.nih.gov/tools/primer-blast/) based on cDNA sequences retrieved from previous work^10^. These primers are listed in Table S2. Reverse transcription was performed on 2 μg of RNA (used for cRNA production) for each condition, using Superscript III (Invitrogen Life Technologies) following the manufacturer’s instructions. PCR reactions of 25 μl were performed on a MiniOpticon two-color Real-Time PCR detection system (BioRad), using 0.20 μM of primers and KapaSYBR FAST qPCR master mix (Kapa- Biosystems). A 5-fold dilution series of pooled cDNA was used to assess the efficiency of the qPCR reaction for each gene-specific primer pair. A no-template control (NTC, #2587) was also included to detect contamination. Melting-curve analysis was performed to test the specificity of amplicons. Experiments were performed in 4 biological replicates for each contig/gene. The expression level of each target gene was normalized to that of the contigs encoding for the 40S ribosomal protein (GAKB01005984.1) and beta-actin (GAKB01001968.1), and relative expression levels were calculated according to Pfaffl^67^.

### RNA-sequencing of gastric caeca samples and taxonomical mapping

RNA isolation, library preparation and Illumina sequencing were performed by LGC Genomics GmbH (Berlin, Germany). Briefly, total RNA was extracted from one sample of 15 3^rd^-instar symbiotic larvae developing in unripe olives (“green” sample) and a second sample of 13 3^rd^-instar symbiotic larvae developing in ripe olives (“black” sample). rRNA-depleted, random-primed stranded libraries were constructed with the NuGEN protocol. Random priming allowed minimizing the sequences coming from the insect, since eukaryotic RNAs are characterized by polyA-tails. The libraries were sequenced in paired-end mode (2 × 300 bp) on the Illumina Miseq platform (V3). Demultiplexing of reads and adapter clipping was performed using Illumina’s CASAVA data analysis software, and clipped reads with a length of less than 20 bases were discarded. A total of 15,093,728 and 11,852,040 adapter-clipped reads were finally obtained for the “green” and “black” sample, respectively. Raw sequence reads from RNA sequencing of gastric caecas from green and black olive-fed larvae are available through GenBank, linked to the project PRJNA325102, under the accession numbers SRR3656965 and SRR3656965, respectively. Quality control analysis was performed using FastQC software^68^. Overlapping paired-end reads (R1, R2) were merged to obtain longer single-end fragments using the open-source utility BBMerge version 5.1 (available within the BBTools package http://jgi.doe.gov/data-and-tools/bbtools/, accessed 02/2015) with default parameters. Prior to assembly of the transcriptome, merged (“single”) and unmerged (“paired”) reads were taxonomically classified. For this purpose, we used the program Kraken v0.10.5-beta^69^ to perform an exact alignment of k-mers present in the reads against the RefSeq collection of completed microbial genomes available at the NCBI database and available within Kraken (data downloaded 25/11/2014). Since, at the time, this collection contained genomic DNA and plasmid sequences from only 7 *Erwinia* strains (*Erwinia sp.* Ejp617, *E. amylovora* ATCC 49946, *E. amylovora* CFBP1430, *E. billingiae* Eb661, *E. pyrifoliae* DSM 12163, E*. pyrifoliae* Ep1 96, and *E. tasmaniensis* Et1 99), we used the BWA-MEM algorithm^70^ to perform alignments of the same reads against a set of *Erwinia* sequences compiled from NCBI data in May 2015 and containing all publicly available ribosomal sequences of *Ca. E. dacicola* and genomic sequences of an additional 11 *Erwinia* strains: *E. toletana* DAPP-PG 735 (acc: GCA_000336255.1). *E. carotovora* subsp. *atroseptica* (acc: BX950851.1), *E. pyrifoliae* strain WT3 (hrp pathogenicity island, acc: DQ180962.2), *E. sp.* Ejp 556 (pEJ30 plasmid, acc: NC_004834.1| & AY255829.1), *E. amylovora* strain MR1 (pEA29 plasmid, acc: NG_035358.1 & AF264949.1), *E. amylovora* strain NBRC 12687 (acc: BAYW01000003.1), *E. typographi* strain M043b (acc: GCA_000773975.1), *E. mallotivora* strain BT-MARDI (acc: GCA_000590885.1), *E. tracheiphila* strains PSU-1 and BuffGH (acc: GCA_000404125.1 & GCA_000975275.1) and *E. oleae* strain DAPP-PG531 (acc: GCA_000770305.1). This allowed obtaining a more exhaustive dataset of reads potentially coming from the genome of *Ca. E. dacicola*. The BWA alignments were performed using default parameters, and only reads that aligned with a quality score of 30 or above were retained.

A phylogenetic tree of 16 S rRNA sequences of *Ca. E. dacicola* and related gamma Proteobacteria inhabiting the gut of *B. oleae* was constructed. We selected sequences of a length higher than 700 bp with no unknown-length gaps (Ns). The sequences were aligned with MUSCLE^71^, and Bayesian trees were created from the alignment with the program BEAST^72^. The trees from BEAST were summarized using the maximum product of the posterior clade probabilities criterion with a threshold of 0.7.

### Assembly, functional annotation and enrichment analysis of the *Candidatus Erwinia dacicola* transcriptome

Assembly of the *Ca. E. dacicola* transcriptome was performed *de novo* on the reads that were classified as *Erwinia* from the “green” and “black” samples, using the program rnaSPAdes v.0.1.0^36^. rnaSPAdes was run in single-cell mode with tested k-mer sizes 21,33,55,77,99,127, following the developers’ recommendations for Illumina long-read RNA-seq data. This Transcriptome Shotgun Assembly (TSA) project has been deposited at GenBank under the accession GEZS00000000. The version described in this paper is the first version. Note that for the purpose of the TSA submission, contigs of length <200 bp were removed; none of the genomic elements discussed below as differentially expressed was predicted from the removed contigs. The full transcriptome assembly containing all contigs, along with its annotation, are available in Table S8. For the annotation of the assembled transcriptome, we used the RAST platform^38^ with bacterial-specific parameters. Functional enrichment analysis in the two lists of over- and under- expressed genes was performed with the Blast2GO tool^65^. Briefly, blastx searches against the nr collection of NCBI were performed for all nucleotide sequences, and GO term annotations^73^ were retrieved for high-scoring (>1.0E-3) segment pairs that covered at least 70% of the longitude of the corresponding blastx hits. Only GO terms known to be part of the taxonomy of Bacteria were selected for further analysis. Identification of significantly over- and under-represented GO terms was performed as with the olive fly data.

### Differential gene expression analysis of the symbiont

Alignment of RNA-seq reads to the draft transcriptome was performed with EDGE-pro v.1.3.1^45^. This program is specifically designed for bacterial gene expression analysis, and takes into account the absence of introns and the overlapping nature of bacterial genes, while it provides different options for the treatment of multi-mapping reads. Counts and RPKM values for differential gene expression analysis were obtained by running EDGE-pro separately on “paired” and ‘single’ reads from each condition (green, black), with the following parameters: −w 250; −c 6; −m 35 and −M 588 (for mapping of ‘paired’ reads only); −l 252, 262, 225 and 239 for ‘paired’ reads from the “black” and “green” sample, and ‘single’ reads from the “black” and “green” sample, respectively. The value of −w was set to 250 based on the average length of our Illumina reads, while the −c (minimum average gene coverage for a gene to be considered expressed) was set to the double of the default value, based on the fact that RPKM values estimated by EDGE-pro for paired-end data are artificially doubled; this issue is discussed by the developers of the program^37^. Values of −l, −m and −M were based on the average length of reads and the average insert size of our libraries, as estimated by BBMerge (see above). EDGE-pro was run twice, once with the option of giving partial credit (counts) to all genes where a read may map (−n 0), and the second time with the option of arbitrarily assigning all multi-mapping reads to one gene (−n 1); these options were tested to assess the robustness of differential expression for repetitive sequences in the genome. In addition, the Bowtie2 command internally run by EDGE-pro was edited to account for the orientation of reads, by adding the parameter −fr. As ‘genome’ for each run, we designated the concatenated (with 100 Ns separating different contigs) *de novo* transcriptome assembly of *Ca. E. dacicola*, while −p and −r annotation files came from manual editing of RAST annotation files, in agreement with the “ptt” format required by EDGE-pro. The EDGE-pro output was converted to the format used by the Bioconductor package DESeq2^45^ using the edgeToDeseq.perl script within EDGE-pro, while average coverage and RPKM values for each condition were manually calculated in Excel by summing the results on ‘paired’ and ‘single’ reads data. Genomic elements that showed zero RPKM values in either condition were excluded from further analysis. We defined as differentially expressed the elements that showed RPKM values ≥4 since biological replicates were not available for a full statistical analysis.

DESeq2 analysis was performed on the estimated ‘counts’ for each gene in each condition in R^74^. Following negative binomial fitting of the data, two statistical methods were used for assessing significance of differential expression, likelihood ratio (LRT) and Wald tests. Because it is not possible to estimate the dispersion of counts around the expected value for each group in unreplicated experiments, we followed the strategy outlined in Anders and Huber^46^, wherein all the samples are considered as replicates of a single group for the estimation of dispersion. This approach is conservative, since some overestimation of the variance may be expected. We considered as differentially expressed these elements that showed in DESeq2 analysis a *p*-value < 0.05 in two different statistical tests, Wald and LRT, and in both EDGE-pro runs with regards to treatment of multi-mapping reads. It should be noted that significance of the statistical tests was null after multiple testing correction.

## Additional Information

**How to cite this article**: Pavlidi, N. *et al*. Transcriptomic responses of the olive fruit fly *Bactrocera oleae* and its symbiont *Candidatus Erwinia dacicola* to olive feeding. *Sci. Rep.* **7**, 42633; doi: 10.1038/srep42633 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

## Figures and Tables

**Figure 1:**
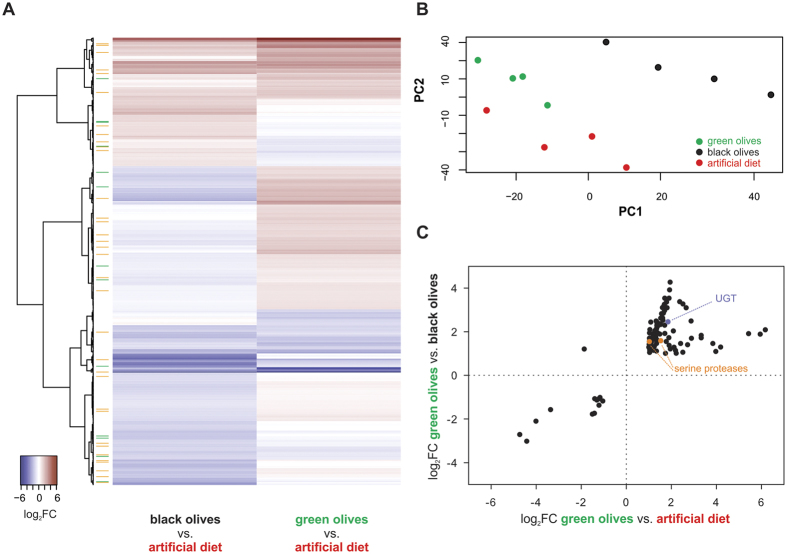
(**A**) Heatmap plot showing gene expression level ratios (relative to artificial diet) for *B. oleae* differentially expressed genes (n = 616) in the two olive regimes of this study. Orange and green sidebars indicate genes that code for enzymes predicted to digest food and detoxify plant metabolites, respectively. Clustering of the genes (Euclidean distance, Ward) was based on their relative transcript levels in the two transcriptomic comparisons. (**B**) PCA plot showing the four biological replicates of each feeding regime: black and green olives and artificial diet. PC1 and PC2 represent 30.00% and 20.04% of the total data variance, respectively. The PCA analysis was performed on the transcript levels of 17,797 genes *B. oleae* showing an FDR-corrected p¬-value < 0.05 in at least one feeding condition. (**C**) Scatterplot of significantly differentially expressed genes (n = 108) in both larvae feeding on green olives *vs*. artificial diet and green olives *vs*. black olives transcriptomic comparisons. Contig04001 is predicted to code for a UDP-glycosyltransferase (UGT) (indicated in blue). The contigs 04849 and 01887 are predicted to code for digestive serine proteases (indicated in orange).

**Figure 2:**
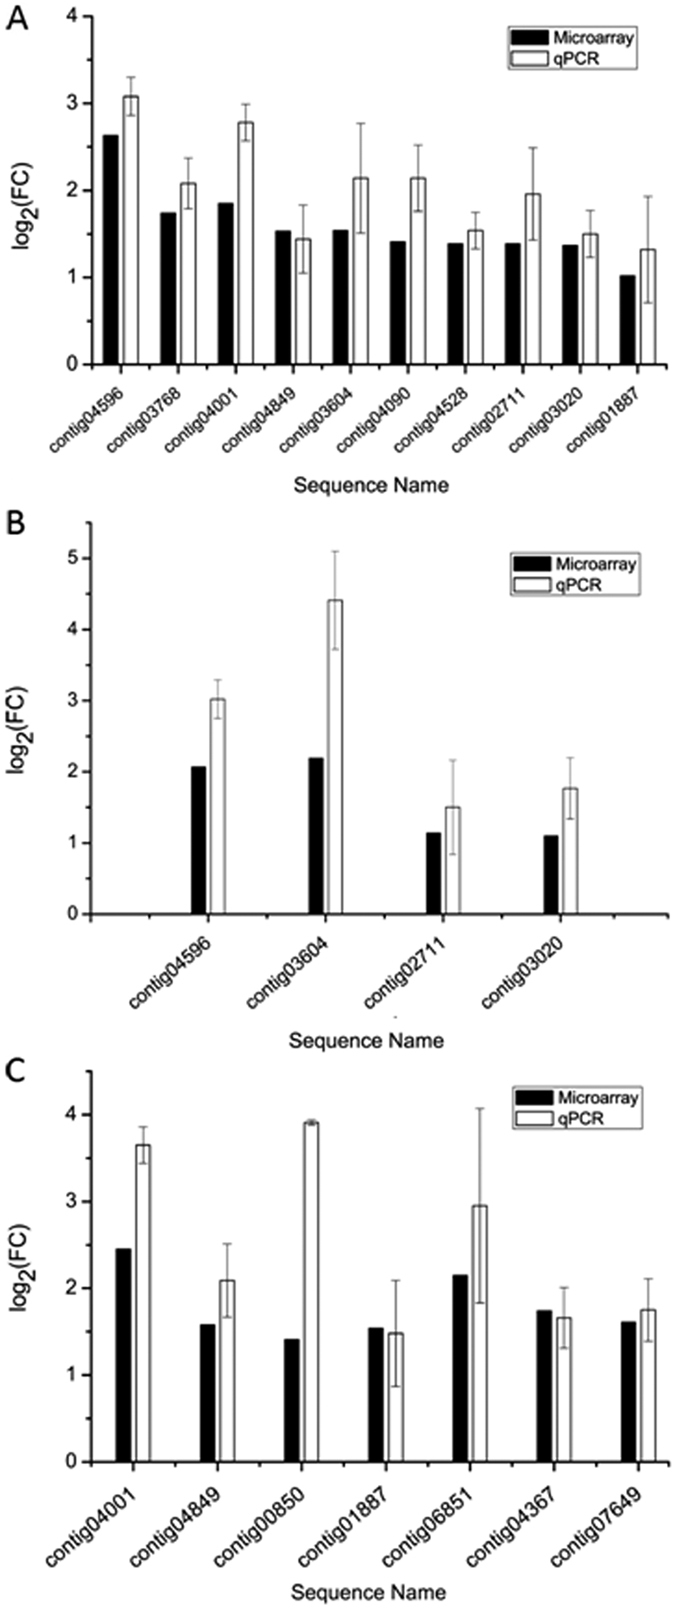
Microarray validation of selected putative detoxification and digestive genes overexpressed in the 3 transcriptomic comparisons. (**A**) Larvae fed upon green olives *vs*. larvae fed upon artificial diet. (**B**) Larvae fed upon black olives *vs.* larvae fed upon artificial diet. (**C**) Larvae fed upon green olives *vs.* larvae fed upon black olives. Error bars represent the standard deviation of four biological replicates. Microarray data are also presented. Contig04596: serine protease; contig03768: serine protease; contig04001: UDP-glucosyltransferase; contig04849: serine protease; contig03604: cytochrome P450; contig04090: serine protease; contig04528: serine protease; contig02711: serine protease; contig03020: N-acetyltransferase; contig01887: peptidase; contig00850: metalloprotease; contig06851: lysozyme; contig04367: serine protease; contig07649: protease.

**Figure 3:**
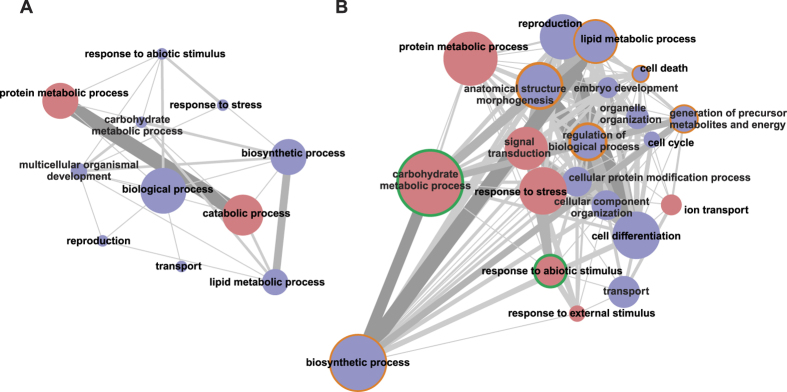
Gene set analysis of the biological processes coded by the differentially expressed genes in *B. oleae* larvae feeding on green olives, (**A**) compared to larvae reared on artificial diet and (**B**) black olives (log_2_FC > 1 and adjusted *p-value* < 0.05). Gene sets with gene members between 5 and 30 were used for analysis. Nodes and interconnecting lines represent gene sets and the inter-set overlap, respectively. Using larvae fed on artificial diet or black olives as the reference, blue and red node colors indicate that the gene members were under and over-expressed in the larvae feeding on green olives, respectively. The significantly enriched gene sets are indicated by an orange halo (BH-adjusted *p-value* < 0.05, obtained through piano) analysis and a green halo (Fisher’s exact test, BH-adjusted *p-value* < 0.05, obtained through Blast2GO analysis). The number of genes on the interconnecting lines ranged from 1 to 9 and 1 to 13 in panel A and panel B, respectively. Gene sets are named by their descriptive labels. The gene set map and directionality of differential expression was produced using the piano package^66^. For more a detailed list of GO-enriched terms, see Table S4.

**Table 1:** Draft transcriptome assembly of *Candidatus Erwinia dacicola.*

Feature (all – scaffolds > 200 bp)	Value
# scaffolds	2,161–1,731
Average scaffold length (bp)	1,281–1,559
N_50_ (bp)	3,008–3,175
Total length (bp)	2,769,894–2,699,562
Average scaffold coverage (x)	1,073–437
# coding genes	3,206
# tRNAs	44
Average coding gene length (bp)	540

N_50_ is a weighted median statistic such that 50% of the entire assembly is contained in scaffolds equal to or larger than this value. #: number.

# Supplementary material for: Transcriptomic responses of the olive fruit fly Bactrocera oleae and its symbiont Candidatus Erwinia dacicola to olive feeding
**Source:** Sci Rep. 2017 Feb 22;7:42633. doi: 10.1038/srep42633
**Supplement:** Supplementary Information

## Supplementary Information

### Transcriptomic responses of the olive fruit fly *Bactrocera oleae* and its symbiont *Candidatus Erwinia dacicola* to olive feeding

**Nena Pavlidi<sup>1,2#</sup>, Anastasia Gioti<sup>1#</sup>, Nicky Wybouw<sup>2</sup>, Wannes Dermauw<sup>3</sup>, Michael Ben-Yosef<sup>4</sup>, Boaz Yuval<sup>4</sup>, Edouard Jurkevich<sup>5</sup>, Anastasia Kampouraki<sup>1,6</sup>, Thomas Van Leeuwen<sup>2,3</sup>, John Vontas<sup>6, 7\*</sup>**

# equal contribution

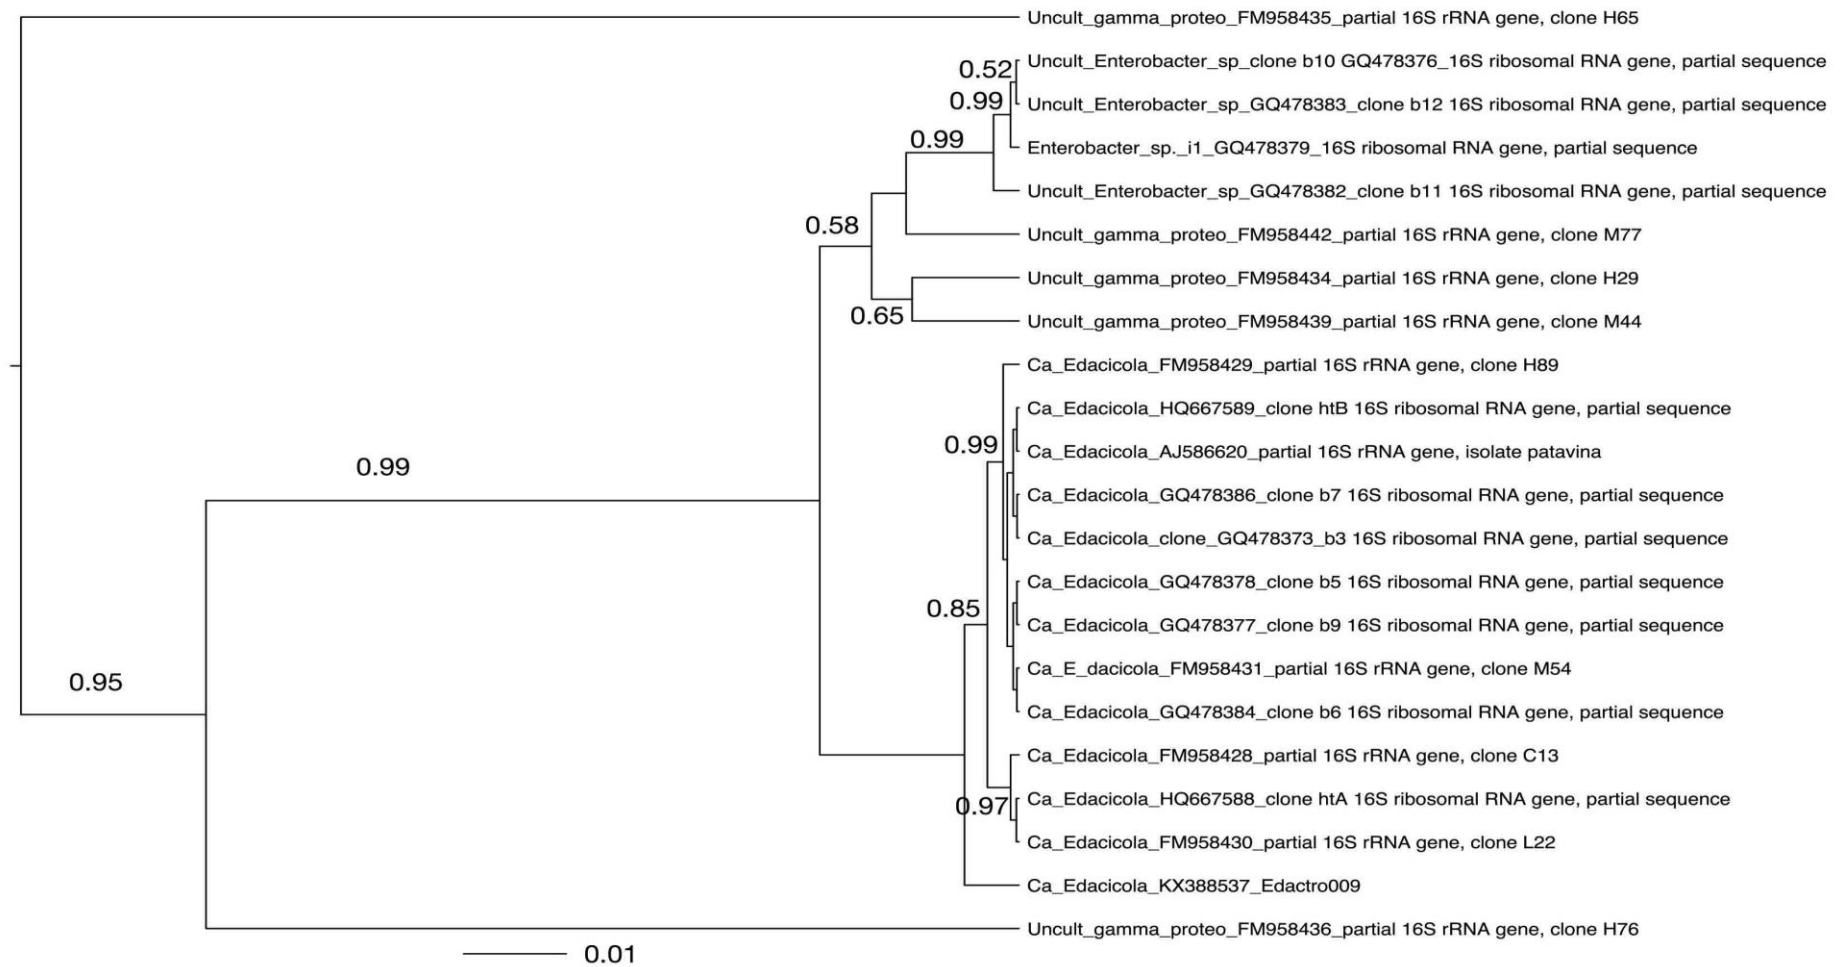

**Figure S1.** Phylogenetic tree of 16S rRNA sequences of *Ca. E. dacicola* (KX388537) and related gamma Proteobacteria inhabiting the gastric caeca of *B. oleae*. The sequences were retrieved from NCBI (accession numbers noted in the name of each sequence). Bayes posterior probabilities > 0.5 are noted in the tree.

**Table S1.** *B. oleae* ORFs having a blastx hit with arthropod “housekeeping” genes.

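Table S1 lists open reading frames similar to arthropod genes with general cell functions. Of the 30 found on the array, 28 carry repeated probes, which show how far spots of one sequence vary within an array. If such genes change little with feeding, their fold changes show how far the 3 comparisons are centred. Their lowest and highest log2 fold changes were -1.44 and 2.09 for green olives against artificial diet, and 26 of 30 lay within 0.5 of 0. For green against black olives they were -1.24 and 2.99, with 23 of 30 within 0.5, and for black olives against artificial diet -0.90 and 0.67, with 28 of 30.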

**Table S2.** qPCR primers used in this study.

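Table S3 gives for each contig the log2 fold change, the mean log2 intensity, and limma's test for larvae on green olives against artificial diet, with the best blastx hit. For 54 pairs of a comparison and a contig that was named by the rule set before the data were examined and has a value in Table S3 or S6, the log2 fold change computed from the scanner files differed from the table's by at most 0.117. The largest difference was for contig04633, for which the paper's reported value is 6.18. The 6 contigs of these tables that were not called here are not among the pairs.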

**Table S3.** *B. oleae* contigs differentially expressed between larvae fed upon green olives and artificial diet.

**Table S4.** GO terms enriched in *B. oleae* and *Ca. E. dacicola* differentially expressed genes based on at least one of the three criteria: p-value from Fisher tests, adjusted p-value from Fisher tests, and adjusted *p*-value from PAGE tests.

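Table S5 gives limma's results for larvae on black olives against artificial diet, which were never on one array. The copy read here holds 184 contigs, and all 184 were called in the same direction from the scanner files.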

**Table S5.** *B. oleae* contigs differentially transcribed between larvae fed upon black olives and artificial diet.

**Table S6.** *B. oleae* contigs differentially transcribed between larvae fed upon green olives and black olives.

**Table S7.** Results of taxonomical mapping (with the program Kraken) of the RNA-sequencing reads coming from caecae of larvae fed on a) green and b) black olives. Unclassified reads are in majority of eukaryotic origin, since the Kraken database is microbial.

**Table S8.** *Ca. E. dacicola* draft transcriptome assembly sequence and annotations based on RAST. Note that that locations refer to an assembly containing 100Ns between contigs, for the purpose of the EDGE-pro analysis.

**Table S9.** *Ca. E. dacicola* predicted genomic elements differentially expressed between larvae fed upon green olives and black olives (a) over-expressed based on the RPKM approach, (b) under-expressed based on the RPKM approach and (c) over-expressed based on the DESeq2 approach. All three lists are sorted by descending expression ratio (green/black for over-, black/green for under-).

How the deposited data were processed for this re-analysis (not part of the article)

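RNA from pools of 20 2nd-instar *B. oleae* larvae fed on green olives, black olives or artificial diet was measured on 8 arrays of one Agilent slide. Larvae fed on green olives were in the Cy5 channel of all 8 arrays. The Cy3 channel held larvae fed on black olives on 4 arrays and larvae on artificial diet on the other 4. The RNA sequencing of *Ca. E. dacicola* and the RT-qPCR were not analysed here.

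For each array, the authors deposited the scanner output of Feature Extraction 10.7.3.1. It gives the median pixel intensity of each spot and of its local background in both channels, with no normalization by the authors. The same files, as deposited, also hold a processed intensity, which Feature Extraction had corrected for background, spatial trend and dye, and a log10 ratio of the processed Cy5 over the processed Cy3 intensity. The deposited value table of the series holds log10 ratios too. They differ by at most 0.005 from the scanner's log10 ratio of the same spot, so they are the scanner's ratios after rounding and not the output of the authors' normalization in limma.

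The values reported at the claims start from the median intensities. The methods name normexp background correction with an offset of 50, loess normalization within arrays, Aquantile normalization between arrays, a linear model with empirical Bayes statistics, and thresholds of 0.05 on the adjusted p-value and 1 on the absolute log2 fold change. These steps were run in R 4.3.3 with limma 3.58.1, and files were read with data.table 1.17.8. The paper's text does not say how control spots, spots marked as outliers, repeated spots and several probes of a contig were treated. Here the 1319 control spots of each array were left out after the background correction. Spots marked as outliers by Feature Extraction, 46 to 128 on an array, got no weight in the loess fit and the averages. The spots of a probe were averaged, and then the probes of a contig. Of 20516 contig names, 4 lacked a value on at least one array.

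One linear model was fitted to all 8 arrays, with one coefficient for each set of 4. Green olives against artificial diet and green against black olives are these coefficients, and black olives against artificial diet is their difference. The model had 6 residual degrees of freedom per contig and empirical Bayes statistics added 2.21. P-values were adjusted by the Benjamini-Hochberg method over all contigs of a comparison. The steps from probe averages to calls were tested on simulated data, in which 200 of 20516 contigs were changed. They recovered 97.5% of the changed contigs for green olives against artificial diet, 95% for black olives against artificial diet and 98% for green against black olives, with 2, 1 and 2 false calls. All simulated changes lay well beyond the log2 threshold of 1, with independent noise and no dye effect. The recovery therefore does not cover contigs near the threshold or calls that a dye effect could give.

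Principal components and distances used the normalized log2 intensity of each of the 16 channels. Differences in spread and distance were tested by exact permutation of the channels. Overlaps between lists were set against 100 simulations of arrays on which no contig changed and the same 4 green olive samples were on both sets of arrays. Simulated lists of the same length were ranked by p-value alone, without the fold change threshold. The simulated noise was independent between contigs.

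Individual contigs were named by a rule set before the data were examined. It takes each contig that the text or a figure names for a comparison, and in each comparison the 5 largest rises and the 5 largest falls among called contigs that changed the same way on every array. The contigs of Table S1 were summarised as a group. Descriptions are those of Tables S3, S5 and S6, which cover called contigs only. Tests of gene classes against all other contigs were therefore left out, and so were the Gene Ontology analyses. No genome coordinates were at hand for the contigs.

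Precision is limited by the number of arrays, 4 for each green olive comparison. Signal was well above background on every array of at least one regime for 13911 contigs, and a fold change is given as a lower bound where a named contig was not well above background in any channel of one regime.

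The alternatives covered the background correction (offset 16, no correction, or the scanner's processed intensity), median centring in place of loess, no Aquantile step, the median of the probes, outlier spots or control spots kept, a filter on dim contigs, an intensity trend in the empirical Bayes step, limma's treat, a separate-channel model, only the 4 arrays of a comparison, the replicate number as a block, the row of the slide as a covariate, the value table of the series, and each array left out in turn. For the principal components they also covered quantile normalization of all channels, the mean of the 2 green olive channels with one replicate number, all contigs, and contigs with an adjusted p-value below 0.05. Added after the data were seen were direct averaging of all spots of a contig with control and outlier spots kept, distances in the plane of the first 2 components and over the first 3, the mean of the 2 green olive channels whose deviations correlate most, and a block of the arrays that hold them.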

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

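The test of whether calls rest on the array with the highest Cy5 background was chosen only after its result was seen, and the tests on contig04596 and rc_contig00002 were chosen after their outlying array was seen but before the tested values were.

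Scanner measures and the log2 ratios of the named contigs were compared within 92 groups of 4 or 8 arrays. In 4 groups one array was farther from the others than Dixon's critical value. Chance gives about 1 in 20 such groups, so as many would be past it without any real outlier.

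The median Cy5 background was 76 on the array of artificial diet replicate 1 and 52 to 56 on the others. This array also had 128 spots marked as outliers, against 59 to 69 on the other artificial diet arrays. The array of black olive replicate 1 had 128 as well, and the Cy3 background of artificial diet replicate 1, at 26, was no higher than on other arrays. The Cy5 channel held green olive larvae throughout, so the design gives no biological explanation for a higher background and none was tested. For green olives against artificial diet, the counts argue against calls that rest mainly on this array. Of the 216 contigs called there, 165 were also called without it, more than without artificial diet replicate 2, 3 or 4 (142, 135 and 121). For black olives against artificial diet the number of calls without it was 123, and 119 of the 192 were kept. Fewer, 113, were kept without artificial diet replicate 3, and more without replicate 2 or 4 (132 and 151). In that comparison some calls may rest on this array. Outlier spots had no weight, and with them kept 216, 190 and 461 contigs were called in the 3 comparisons. What raised the background on this array remains open.

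The log2 ratio of contig04596, a trypsin-like serine protease precursor, between green olives and artificial diet was 2.965 on the array of artificial diet replicate 2 and 2.48 to 2.55 on the others. All 3 probes of the contig had their highest ratio on this array, between 2.83 and 3.04, which argues against one defective spot or probe. Without this array the log2 fold change of contig04596 was 2.53. A difference between pools of larvae remains open and was not tested.

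The log2 ratio of rc_contig00002 between green and black olives was -0.28 on the array of black olive replicate 4 and 0.16 to 0.20 on the others. This contig was not well above background in any black olive channel and was so in 1 of the 4 green olive channels of these arrays. Of 4181 contigs near background on these arrays, 5.36% deviated as much on this array, so the value is consistent with noise of spots near background. The ratio was lowest on this array for all 3 probes, a value looked up afterwards, which a single defective spot would not give. A trace of this sequence in the black olive pool of that array remains open and was not tested. Without this array the log2 fold change of rc_contig00002 between black olives and artificial diet was -6.16, and with it -6.05.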

How the results depend on the processing

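Direct averaging of all spots of a contig with control and outlier spots kept, distances in the plane of the first 2 components and over the first 3, means of green olive channels that deviate together and a block of such arrays were chosen only after the results were seen. All other alternatives were set before the data were examined.

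The numbers of calls, the overlaps, the tally of named contigs and the distances between regimes and replicates gave 199 values under the alternatives that stayed in the same direction and within the limit for their measure. Another 30 moved beyond it, 6 reversed and 2 passed a threshold that they had not passed. No contig called in a comparison changed direction under any alternative. The 3 distances between regimes stayed the largest among all splits in each alternative run for them, namely no background correction, offset 16, no Aquantile step, quantile normalization, both kinds of mean of 2 channels, other sets of contigs and each array left out. Where an array left 3 in a set, the smallest possible p was 0.1.

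With the scanner's processed intensity, 639 contigs were called between green olives and artificial diet, 314 between black olives and artificial diet and 982 between green and black olives, and the overlaps were 272 (both green olive comparisons) and 100 (both comparisons with artificial diet). These lists held 199 of the 216, 173 of the 192 and 446 of the 462 calls. With the value table of the series, 613 and 961 contigs were called in the green olive comparisons and 234 in both, with 186 of 216 and 433 of 462 calls kept. The share of higher contigs was 55.8% and 64.5%, against 73.2% and 77.3%. The separate-channel model called 314 contigs between black olives and artificial diet and 101 in both comparisons with artificial diet. Its iterations did not converge for some contigs, and its correlation between the channels of a spot was 0.205. For these settings the cause was not tested.

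With limma's treat, which asks for evidence beyond a log2 fold change of 1, the numbers were 38, 17 and 19, the overlaps were 2 and 12, and 5 of the 41 named digestion and detoxification pairs were called. The lower numbers follow from that stricter test. With the row of the slide as a covariate, 122 contigs were called between black olives and artificial diet, 110 of them also called without it, and the overlap of the green olive comparisons was 57. Fitting only the 4 arrays of a comparison gave an overlap of 58, with fewer residual degrees of freedom.

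With the replicate block, 120 contigs were called between green olives and artificial diet, 34 between black olives and artificial diet and 410 between green and black olives, and the overlaps were 47 and 23. The replicate numbers do not pair the samples. Deviations of the log2 ratios on arrays with the same number had correlations of -0.35, -0.73, -0.13 and 0.46 across 13911 contigs, which are not independent replicates. A call lost under the block is therefore not read as a weaker effect. With a block of the arrays whose green olive channels deviate together, 270, 311 and 534 contigs were called, among them 213 of the 216, all 192 and all 462, and the overlaps were 143 and 99. These pairs were chosen from the same data, so the added calls are not counted as findings.

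Leaving out each array in turn gave 129 to 235 calls between green olives and artificial diet, 118 to 206 between black olives and artificial diet and 393 to 536 between green and black olives. The overlaps were 39 to 108 and 49 to 62, and 34 to 39 of the named pairs were called. Each fit had fewer arrays. The overlap of the green olive comparisons was lowest without artificial diet replicate 4 (39), 3 (56) and 2 (64), and calls fell furthest for green olives against artificial diet without artificial diet replicate 4 (129) and for black olives against artificial diet without artificial diet replicate 3 (118) or 1 (123).

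The ratio of artificial diet to green olive distance to the centroid, 0.992, lies near 1 and was above 1 in several settings. It was 1.01 with no background correction and 1.11 over contigs with an adjusted p-value below 0.05. With the mean of 2 green olive channels that deviate together it was 1.04. It moved further with the mean of 2 of the same number, to 1.48 (exact permutation test, p = 0.0286). In the plane of the first 2 components it was 2.25 (exact permutation test, p = 0.0857). With each array left out it was 0.923 to 1.10, the highest without artificial diet replicate 1. The ratio of black olive to green olive distance passed the permutation test with the mean of 2 channels of the same number (1.86) and in the plane (3.22), but not with the mean of 2 that deviate together (1.30, exact permutation test, p = 0.143) or over the first 3 components (1.33, exact permutation test, p = 0.514), and lay between 1.04 and 1.40 with each array left out. A mean over channels of different pools varies less by construction. For the other settings the cause was not tested.

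Of the 71 pairs of a named contig and a comparison, treat left 17 called, the replicate block 58, the row of the slide 62, the value table of the series 67, and the processed intensity and median centring 68 each. Without one array 62 to 69 were called. The block of arrays that deviate together, offset 16, no background correction, no Aquantile step, the filter on dim contigs, and outlier or control spots kept left all 71. Direct averaging of all spots called 216, 190 and 461 contigs, all of them among the calls reported.

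The choice of mean or median pixel intensity could not be tried, since the files hold the median alone. Aquantile normalization leaves log2 ratios as they are, so leaving it out tests the principal components and not the calls. The alternatives for tests of gene classes were not run, since those tests were left out. Fits of only 4 arrays give no value for black olives against artificial diet or for the tally of named pairs.

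Signal over background limits what the arrays show. With only the contigs well above background on every array of a regime, 228, 209 and 459 were called, and 13 of the 462 calls between green and black olives were outside this set.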

Differences from the paper's values

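Tests in this part chosen only after the data were seen are the wider word search for lipid contigs, the distances in the plane of the first 2 components and over the first 3, and the means of green olive channels that deviate together.

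The paper's number of contigs with an adjusted p-value below 0.05 in at least one comparison or condition is 17797. From the scanner files, limma gave 5886. None of the alternatives set before the data were examined brought the count within the limit set for a difference, where one value is more than 1.5 times the other. The lowest counts were 56 with limma's treat and 2476 with the replicate block, and the highest were 6238 from the value table of the series and 9519 with the separate-channel model. With each array left out in turn the count was 4260 to 5263. The alternative with only the 4 arrays of a comparison gives no such count.

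The paper's share of digestion contigs among the contigs over-expressed in green against black olives with a predicted function is 8.6%. The share computed here, with the contigs marked for digestion in Table S6 over the contigs with a description, is 13.7%, or 25 of 183. The paper's text gives nearly the same counts of digestion genes and of described over-expressed contigs. Its share of 8.6% does not follow from those counts, so the difference does not lie in the calls. Of the alternatives set before the data were examined, limma's treat falls within the limit, at 10.0%, where 1 digestion contig was called among 10 described contigs. All others that were run for these calls do not, with shares of 12.9% (slide row) to 16.1% (without black olive replicate 3).

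The number of contigs called in both green olive comparisons, in each comparison and in at least one comparison was within the limit set for a difference. The paper's 41 over-expressed contigs with a description between green olives and artificial diet stand against 61 here, and the paper's 77 described contigs in all against 97. Both pairs are inside that limit. Under several alternatives the first pair passes it, for example with an offset of 16, where 70 were counted.

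Of the contigs in the paper's Tables S3 and S6, 6 were not called here. These are contig11338, contig13395, rc_contig12707 and rc_contig10261 for green olives against artificial diet, with log2 fold changes of -0.01, 0.52, 0.46 and 0.91, and rc_contig11782 and contig12528 for green against black olives, at 0.72 and -0.94. They were named after their values were seen. The scanner's processed intensity called 4 of the 6 and so did the value table of the series, namely contig13395, rc_contig10261, rc_contig11782 and contig12528. The offset of 16, no background correction and the setting without artificial diet replicate 1 also called rc_contig10261, and the setting without black olive replicate 1 called contig12528. No setting called contig11338 or rc_contig12707.

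The paper states that green olive replicates cluster more closely than those of the other regimes. Over all contigs well above background, the mean distance to the centroid was 1.26 times that of green olives for black olives (exact permutation test, p = 0.171) and 0.992 times for artificial diet (exact permutation test, p = 0.914). With the mean of the 2 green olive channels per replicate number, set before the data were examined, the ratios were 1.86 and 1.48 (exact permutation test, p = 0.0286 for each, the smallest that 4 against 4 allow). Channels with the same number mostly do not deviate together, with correlations of -0.11, -0.60, -0.15 and 0.85, so these means may mix pools of larvae. With means of the channels that do deviate together, chosen after seeing the correlations, the ratios were 1.30 and 1.04 (exact permutation test, p = 0.143 and 0.800). In the plane of the first 2 components, chosen after seeing the values, they were 3.22 and 2.25 (exact permutation test, p = 0.0286 and 0.0857). Over the first 3 components, also chosen after seeing the values, they were 1.33 and 0.703 (exact permutation test, p = 0.514 and 0.486).

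The paper states that contigs described for lipid metabolism were under-expressed in green against black olives. Of the called contigs whose description holds one of the words set before the data were examined, 1 was lower and 1 was higher in green olives. In the wider search 1 was lower and 5 were higher. The Gene Ontology terms of its Fig. 3B were not analysed here.

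The paper states a smaller number of spots for each repeated probe than the 15 found in the scanner files.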

Other observations

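The tests on probes left out of a call, on pools of green olive larvae, on the Cy5 signal beside bright Cy3 signal, on the 4 contigs at background in some pools, on the mean of 2 channels in the plane of the components, on the first 3 components and on means of channels that deviate together were chosen only after the result was seen.

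Calls between black olives and artificial diet were set against other splits of the 8 arrays into sets of 4. Of the 35 splits, 1 gave as many calls, the real one with 192. The highest other split gave 3. A rank of 1 among 35 is the most this test can give, so it argues against chance without excluding it. Every other split mixes the regimes, which adds to its spread, so the gap between 192 and 3 does not measure the evidence. A split by the row of the array on the slide gave 0 calls in limma, with 1752 contigs at an unadjusted p-value below 0.05, which argues against the slide row as the only source of these calls. Row and regime overlap, with 3 of the 4 black olive arrays in one row and 3 of the 4 artificial diet arrays in the other. With the row as a covariate 110 of the 192 calls were kept, so a part played by the row in the others remains open. For the green olive comparisons, the sign of the log2 ratios was changed on some of the 4 arrays. Of 8 sign patterns, 1 gave as many calls for green olives against artificial diet, the real one, and the same was found for green against black olives, where again 1 of 8 did. The other patterns gave 0 calls in both. With 8 patterns no outcome of this test could exclude chance, so it decides nothing about it. Season and rearing vary with the feeding regime, and no test separates them from the food.

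The dyes were not exchanged on any array, and the 109 contigs called in both green olive comparisons all set Cy5 against Cy3. A dye bias of single probe sequences would leave the other probes of a contig unchanged. Contigs were therefore called from their first probe alone. Of 124 contigs called in this way in both green olive comparisons, the other probes changed the same way in both for 95.2%, with a median log2 fold change of 1.38, and passed 1 in both for 64.5%. This argues against bias of single probes as the source of most of these calls. Among the called contigs the SD between probes reached 3.12, so the fold changes of some contigs depend on the probe, and bias that probes share through like sequence was not tested. A dye bias shared by all probes of a transcript cannot be told apart from an effect of green olives, since 0 arrays had the dyes swapped.

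The green olive channels of the black olive and artificial diet arrays deviated from the mean of their set in pairs, mostly under different replicate numbers. Pairs of black olive and artificial diet arrays with replicate numbers 1 and 3, 2 and 1, 3 and 2, and 4 and 4 had correlations of the Cy5 deviations between 0.72 and 0.90 (mean 0.844) across 13911 contigs, which are not independent replicates. Each pair was chosen as the highest of its 4. In the Cy3 channels of the same pairs, which hold other larvae, the mean correlation was 0.0695 (-0.079 to 0.37), which argues against hybridization or the position on the slide. The methods describe 4 replicates of green olive larvae, used with either kind of Cy3 sample. The Cy5 values go with these same 4 pools on both sets of arrays under other numbers. Which channels share a pool was found and tested on the same data.

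The closer clustering of green olive replicates was weighed against technical explanations. Over all contigs, single green olive channels were not significantly closer together than the black olive channels of the same arrays (ratio 1.262), so a mean of 2 channels per replicate may account for a closer clustering there, if it mixes pools as the replicate numbers do. With channels that deviate together the ratio was 1.303. A mean of 2 channels does not account for the ratio of 3.223 in the plane of the first 2 components, found with single channels. That plane leaves out the third component, with 14.54% of the variance, on which green olive channels lay between -22.95 and 25.16 and black olive channels between -26.36 and 14.25. Over the first 3 components the ratio was 1.33, so the choice of the plane may account for the closer clustering in it. Less technical spread in Cy5 remains open for both. The SD of 10 spike-in RNAs between the black olive arrays was 5.02 times as large in Cy3 (0.292) as in Cy5 (0.0582), and between the artificial diet arrays 2.28 times as large (0.164 and 0.0719). A difference between the larvae remains open as well, and since each regime had one dye it was not separated from the dye.

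Probes for both strands were present for 6664 contigs. Where the brighter strand was called between green olives and artificial diet, the dimmer strand changed the same way in 95.9% of contigs. For black olives against artificial diet it was 89.7% and for green against black olives 84.1%, while among uncalled contigs it was 55.0 to 59.1%. This is consistent with signal of the brighter strand carried over to the probes of the other strand. Transcription of both strands would give the same values and was not tested, so entries of both strands are not separate findings.

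Of the contigs called between green and black olives, 77.3% were higher in green olives. With median centring in place of loess the share was 80.16%, which argues against the loess step as its source. It was lower with the scanner's processed intensity, at 70.47%, and with the value table of the series, at 64.52%. The size of the share therefore depends on the processing. A dye bias shared by all probes remains open here too.

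Several contigs with large changes resemble sequences of viruses in the supplementary tables, which the paper's text does not discuss. Contig00002 and rc_contig00002 are probes for a sequence described as a nonstructural polyprotein of Cricket paralysis virus. The normalized log2 intensity of rc_contig00002 was 12.83 to 18.22 in the 4 artificial diet channels and 6.15 to 6.52 in the black olive channels, none of which was well above background. The sequence contig04635, described as a nucleoprotein of a rhabdovirus, was at 12.62 to 13.48 in the 8 green olive channels, 11.65 to 12.84 in black olives and 10.64 to 11.57 in artificial diet, with a log2 fold change of 2.20 between green olives and artificial diet (adjusted p = 0.00492, limma). One infected pool of larvae would leave the other pools of a regime low, so the lowest values, 12.83 and 12.62, argue against it. Infection of the laboratory colony or of the field larvae, and genes of the fly that resemble these viruses, were not tested.

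In Cy5, rc_contig00002 was at 7.60 to 11.78 on the artificial diet arrays, where its Cy3 signal was bright, and at 6.25 to 6.45 on the black olive arrays, although both held green olive larvae. A constant share of Cy3 light read in Cy5 would be alike for all probes. The mean shares of the 3 probes were 0.00445, 0.0451 and 0.0173, a 10.1-fold range, which argues against it. Other forms of carry-over between the channels, which could differ between probes, remain open and were not tested. If the Cy5 signal is carry-over, the log2 fold changes of -5.98 for green olives against artificial diet and -6.05 for black olives against artificial diet reflect its size, and are smaller than the difference in level between the larvae.

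Contig01400, rc_contig00932, rc_contig05454 and rc_contig03245, among the largest falls between green olives and artificial diet, were at background in some pools. All 4 were well above background in 2 of the 8 green olive channels, those of black olive replicate 2 and artificial diet replicate 1, and in the Cy3 channels of black olive replicates 2, 3 and 4 and of all artificial diet replicates. RNA of another source present in some pools of larvae may give such a pattern and cannot be told apart from differences between the larvae, since these 2 green olive channels are one of the pairs that deviated together.

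Between the regimes, 58 contigs were lower in black olives than in both green olives and artificial diet, and 14 were higher. Of the 58, 44 differed by less than 0.5 on the log2 scale between green olives and artificial diet. Of 83 contigs called both for black olives against artificial diet and for green against black olives, 72 (86.7%) changed in opposite directions. Both comparisons share the black olive channels, and in 100 simulations with no change 98.7% of the top-ranked contigs in both did so. The opposite directions therefore show no response by themselves. The number of shared contigs, 83, was above the simulated 61.6 on average and 77 at most. The correlation of the fold changes across 13911 contigs, -0.635, lay outside the simulated range of -0.605 to -0.421. The simulated lists were ranked by p-value without the fold change threshold, so their overlap is not like for like with 83. Simulated noise was independent between contigs, so the simulated ranges may be too narrow. Neither value is read as a response.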
